# Photoperiod-Dependent Expression of MicroRNA in *Drosophila*

**DOI:** 10.3390/ijms23094935

**Published:** 2022-04-29

**Authors:** Mirko Pegoraro, Bettina Fishman, Valeria Zonato, Georgios Zouganelis, Amanda Francis, Charalambos P. Kyriacou, Eran Tauber

**Keywords:** diapause, *Drosophila*, microRNA, photoperiodism, RNA immunoprecipitation, seasonal timing

## Abstract

Like many other insects in temperate regions, *Drosophila melanogaster* exploits the photoperiod shortening that occurs during the autumn as an important cue to trigger a seasonal response. Flies survive the winter by entering a state of reproductive arrest (diapause), which drives the relocation of resources from reproduction to survival. Here, we profiled the expression of microRNA (miRNA) in long and short photoperiods and identified seven differentially expressed miRNAs (*dme-mir-2b*, *dme-mir-11*, *dme-mir-34*, *dme-mir-274*, *dme-mir-184*, dme-mir-184*, and *dme-mir-285*). Misexpression of *dme-mir-2b*, *dme-mir-184*, and *dme-mir-274* in pigment-dispersing, factor-expressing neurons largely disrupted the normal photoperiodic response, suggesting that these miRNAs play functional roles in photoperiodic timing. We also analyzed the targets of photoperiodic miRNA by both computational predication and by Argonaute-1-mediated immunoprecipitation of long- and short-day RNA samples. Together with global transcriptome profiling, our results expand existing data on other *Drosophila* species, identifying genes and pathways that are differentially regulated in different photoperiods and reproductive status. Our data suggest that post-transcriptional regulation by miRNA is an important facet of photoperiodic timing.

## 1. Introduction

Adaptation to seasonal fluctuations in the environment drives some of the most incredible changes in animal behavior and physiology [1]. Examples of common strategies for escaping unfavorable seasons include bird migration, insect diapause, and mammalian hibernation. The accurate anticipation of the incoming season is vital for development, reproduction, and fitness, and requires a seasonal timer [2,3] that is often based on photoperiod measurement. The molecular details of this photoperiodic timer are still elusive, despite decades of intense research [2,4]. Recently, however, significant progress has been made [5,6,7,8]. 

In *Drosophila melanogaster*, the seasonal response is triggered by the short autumnal photoperiod and decreasing temperatures [9]. The response is manifested as an arrest of ovarian maturation in a previtellogenic state that is characteristic of a reproductive diapause. The photoperiodic response in *D. melanogaster* is rather shallow and strain-specific and is largely masked by the temperature cycles [7]. A recent study [10] suggested that the photoperiodic response of flies in the laboratory could be greatly enhanced by adopting a semi-natural lighting regime, as opposed to the rectangular light–dark cycles which are commonly used. The photoperiodic response of *Drosophila* is also increased when the flies are starved [5]. 

The mechanism of photoperiodic timing is still obscure, although, recent evidence points to the rather old internal coincident model suggested by Pittendrigh [11]. In this model, the phase relationship between two circadian oscillators that are, respectively, driven by scotophase (night) and photophase (light) is used to encode the photoperiod. The circadian neuronal network in *Drosophila* consists of two distinct groups of clock neurons, each oscillating at a different phase (M-cells and E-cells) [12], which could also serve as a photoperiodic timer. M-cells produce pigment-dispersing factor (PDF) that is used to synchronize E-cells (via the PDF receptor) [12], while projections from M-cells and from insulin-producing cells (IPCs), which are essential for diapause activation, converge in the dorsal protocerebrum [13]. Remarkably, the loss of PDF in *Pdf^01^* mutants is sufficient to abolish the photoperiodic response [5]. 

Control of the diapause program in *D. melanogaster* involves insulin-like peptides. These are secreted from the IPCs in the mid-brain, stimulating the *corpora allatum* (CA; a subunit of the ring gland, a tripartite endocrine organ) to produce the juvenile hormone (JH). JH promotes the synthesis of yolk proteins in the fat bodies [14]. In the presence of JH, the ovaries are induced to produce ecdysteroid (Edc), which promotes yolk protein upload and vitellogenesis. The shutdown of JH and Edc determines the arrest of ovarian maturation in a previtellogenic state that is characteristic of *D. melanogaster* diapause [15,16]. 

MicroRNAs (miRNAs) are short non-coding RNAs which bind to the target 3′ untranslated region (UTR) of mRNA molecules and regulate expression of the encoded gene at the translational level [17]. Active and mature miRNAs are 17–24-base-pair-long single-stranded RNA molecules that are expressed in eukaryotic cells and modulate the translation or stability of target messenger RNAs (mRNA). MiRNAs are generated by cleavage of their pri-mRNA precursors by the endoribonuclease Drosha, followed by cleavage by Dicer in the cytoplasm. The miRNA is loaded into the RISC complex that contain Argonaute-1 (AGO-1), and then binds to target transcripts, particularly their 3′UTR regions. Binding of the miRNA to target region leads to either cleavage of the target transcript or inhibition of their translation. 

Post-transcriptional regulation by miRNA has been implicated in a broad range of processes, including the circadian system [18]. Recent studies in plants revealed that miRNAs are also involved in the photoperiodic timing of flowering [19,20], but no similar role in animal photoperiodism has been reported to date. Here, we report a global expression profiling of RNA extracted from diapausing and reproductive females, as well as from females exposed to different photoperiods, and identify differentially expressed genes (DEGs) and miRNA (DEM) and demonstrate their functional role in photoperiodism.

## 2. Results

### 2.1. Differential Gene Expression

To identify genes associated with diapause, we exposed the females to a critical day-length photoperiod (14 h), which by definition, induces diapause in 50% of the females, and compared gene expression in the heads of diapausing and non-diapausing females. We identified 143 DEGs (*p* < 0.01; Figure 1, Table S1). Significantly enriched gene ontology (GO) biological function among the upregulated genes in diapause was “proteolysis”, while in downregulated gene-enriched GO functions included “protein binding”, “actin cytoskeleton organization”, and “oogenesis” (Benjamini-Hochberg FDR *q* < 0.2, Table S2). 

To identify genes associated with photoperiodic diapause induction, we carried out a sperate experiment where we compared gene expression in females maintained in either long or short photoperiods. We identified 517 DEGs (*p* < 0.01; Figure 1, Table S1). Among the top hits were *Hsp70* proteins which were previously implicated in insect diapause [21]. Other interesting genes identified were *vrille* (*vri*) [22] and *shaggy* (*sgg*) [23], clock genes that may serve as a link between the circadian and photoperiodic clocks. 

Over-represented GO biological processes among the upregulated photoperiodic DEGs included “fatty-acyl-CoA binding” and “oxidation-reduction process”. Among the downregulated photoperiodic DEG, enriched functions included “fatty-acyl-CoA binding”, “fatty acid beta-oxidation”, and “cellular response to starvation” (Table S2).

The intersect of the two lists reveals 17 transcripts that may serve as candidate loci for linking the photoperiodic timer with diapause induction (Figure 1, Table S3). These included genes encoding *yolk proteins 2-3*, *deoxyribonuclease II*, *CG3829*, *CG1CG1*, *G3829*, *CG10516*, *CR17875* (heme-binding), and *Obp99a*. The gene encoding another odorant-binding protein in the list (*Obp99b*; Table S1) is known to be regulated by Juvenile Hormone (JH) [6,24].

### 2.2. miRNA Expression

We found substantial photoperiodic difference in expression and therefore we asked whether post transcriptional microRNA mediated control of expression could also contribute to the flies’ photoperiodic response. We measured the expression of miRNA in fly heads exposed to either long or short photoperiods using microarrays. We detected seven differentially expressed miRNA (DEMs) that included *dme-mir-2b*, *dme-mir-11*, *dme-mir-34*, *dme-mir-274*, *dme-mir-184*, *dme-mir-285* (all at *p* < 0.01), and dme-mir-184* (*p* = 0.01, Figure 2). 

To test for biological function enrichment among the miRNA targets, we analyzed the gene ontologies of the top 20 genes targeted by the DEMs (Table S4). We found significant enrichment of processes such as “septate junction”, “membrane activity”, and “negative regulation of transcription”. A number of genes were also targeted by more than one miRNA (Table S4); although, their function in diapause or a photoperiodic response has yet to be elucidated. Overall, these results suggested that miRNAs may play an important regulatory role in the fly photoperiodic response

### 2.3. Network Analysis

To identify the pathways associated with the photoperiodic response, we generated a network of protein–protein interactions [25,26] combining each of the DEG lists (Diapause and photoperiodic) with the top 20 target genes of each DEM. As shown below, the network analysis identified biological functions not immediately evident from the microarray results (Figure 3). 

The photoperiodic network consisted of GO biological functions such as “rRNA methylation”, “histone phosphorylation”, “gene silencing by miRNA”, and “regulation of circadian sleep/wake” (Table S5). “Entrainment of the circadian clock”, “regulation of circadian rhythm”, “response to heat”, “visual behavior”, and “JAK-STAT cascade” were represented in both the miRNA and photoperiodic networks (Table S5). The diapause network contained just one unique GO biological function (“fat body development”) but shared many biological functions with both the photoperiodic network (“tRNA methylation”, “regulation of translational initiation”, and “phospholipid biosynthetic process”) and the miRNA network (“ecdysone receptor-mediated signaling pathway”, “positive regulation of hormone secretion”, and “rhodopsin-mediated signaling pathway”). A unique biological function of the miRNA network was “mitochondrial electron transport” (Table S5). We generated another network intersecting the photoperiodic, diapause, and miRNA datasets, which revealed two main pathways (Figure 3). The central node of the largest graph was *cdc2-related-kinase*, encoded by a diapause DEG. In the second graph, a photoperiodic DEG, a diapause DEG and a DEM all interacted with the central node (the *C-terminal-binding protein* gene), suggesting that a minute change in expression of just a few genes can have a cascading effect on a larger gene network. The biological functions represented in the larger interaction network were “fatty acid biosynthetic process”, “positive regulation of hormone secretion”, “regulation of transcription”, “regulation of circadian sleep/wake cycle”, “positive regulation of apoptosis”, “ecdysone receptor-mediated signaling”, “determination of adult lifespan”, and “nuclear mRNA splicing” (Figure 3). The biological functions in the second network were “regulation of transcription”, “olfactory behavior”, and “Notch signaling pathway”. Biological functions, such as “regulation of alternative mRNA splicing”, “chromatin silencing”, “regulation of Notch signaling pathway”, “courtship behavior”, and “phototransduction”, were shared by all three microarray experiments (Table S5). 

### 2.4. miRNA Misexpression

To explore the functional roles of DEMs in the photoperiodic response, we induced the overexpression of *dme-mir-2b*, *dme-mir-184,* and *dme-mir-274* using UAS transgenes driven by strains carrying *Act*-Gal4 (ubiquitous expression) or *pdf*-Gal4 (in *pdf*-expressing neurons) and tested for any changes in photoperiodic diapause. We compared changes in photoperiodic responses between control (i.e., flies carrying a single transgene) and overexpressing (i.e., flies with both the UAS and the GAL4 transgenes) lines by fitting a generalized ANOVA linear model. A significant photoperiod × genotype interaction indicates a significant effect of the misexpression. The overexpression induced by *Act*-Gal4 resulted in almost total lethality (data not shown), while overexpression in PDF-expressing neurons resulted in a loss of the photoperiodic response (Figure 4). Misexpression of *mir274* abolished the difference between long- and short-day flies (compared with UAS-*mir274* control, χ^2^_1,16_ = 5.51, *p* < 0.05 and *pdf*-Gal4 χ^2^_1,16_ = 11.28, *p* < 0.001), indicating a substantial reduction in short-day diapause compared with controls (Figure 4). Overexpression of *dme-mir-2b* resulted in a similar outcome (*Pdf*-Gal4 > mir2b vs. UAS-mir2b, χ^2^_1,18_ = 12.26, *p* < 0.001; *Pdf*-Gal4 > mir2b vs. *Pdf*-Gal4, χ^2^_1,16_ = 17.05, *p* < 0.001), while in the case of *mir184*, the short-day reduction was accompanied by an increased percentage of long-day diapause (Figure 4; *Pdf*-Gal4 > mir184 vs. UAS-*mir184*, χ^2^_1,19_ = 11.58, *p* < 0.001; and vs. *Pdf*-Gal4 > Yw, χ^2^_1,18_ = 25.52, *p* < 0.001). 

### 2.5. AGO-1 Immunoprecipitation

The availability of highly specific antibodies against AGO-1 allows for the isolation of functional Ago-miRNA-mRNA complexes. 

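AGO-1 is the Argonaute protein that holds most miRNAs of the fly, so an antibody against it pulls down miRNAs together with the transcripts they bind. Heads of adult females raised in long days (16 h of light and 8 h of darkness) or in short days (8 h of light and 16 h of darkness) were homogenized. Part of each homogenate was kept as input and the rest went into the immunoprecipitation (IP), so every IP library has an input library of the same homogenate. There were 2 such pairs of libraries in long days and 1 in short days, 6 libraries in all, made as paired-end RNA-seq. The sample labels give Oregon-R flies raised at 18 °C for 20 days, with females 3 to 4 days old collected 3.5 h after lights-on. The general methods of the paper give Canton-S flies kept at 12.5 °C for 12 days and collected 4 to 6 h after lights-on, and the methods of the AGO-1 experiment do not restate the conditions. The long-day libraries are called independent in the paper, which does not say how many homogenates or rearings they came from, so the p-values measure the spread between these libraries.
The authors trimmed and aligned the reads to the fly transcriptome with STAR and turned them into FPKM, a measure of fragments scaled by transcript length and by library, with Cufflinks and Cuffdiff. FPKM keep no total of reads, and the low values showed no steps of whole reads, so the depth of each library is unknown from these values. The genes above 0 numbered 9778 and 9572 in the long-day inputs, 9850 and 10028 in the long-day IPs, 9642 in the short-day input and 10218 in the short-day IP. The sum of FPKM was between 5646201 and 13268735 per library, of which 63.4% to 82.1% belonged to 1 entry of the table, so that sums were not used for scaling. From these values, 8755 genes with a mean of at least 1 FPKM were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. The short-day groups hold 1 library each, assumed to vary like the long-day ones. A short-day change therefore has a larger standard error, so counts of calls are not on equal terms between photoperiods. IP over input was also read within each pair, as a plain ratio of FPKM for single genes, which has no replicate check and no p-value. Gene lists were tested with camera, the set test of limma that compares a list with all other genes, at a preset correlation of 0.01 and with an estimated correlation. Of all 8755 genes, 5028, 5730 and 5782 had a log2 ratio above 0 in long-day pair 1, long-day pair 2 and the short-day pair. Counts of list members above 0 in a single pair are to be read against these. Counts of members with a positive long-day fold change from limma take both long-day pairs together, and their share over all genes is not given here. Loci are given as in the authors' file, whose genome build is not given in the sources used here, and a locus of that file can span several neighbouring genes.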

To identify the transcripts that are under miRNA regulation, we used AGO-1 immunoprecipitation of RNA samples derived from flies maintained in either long- or short-day conditions. 

We sequenced the associated RNA, and tested for transcripts enriched in either long- or short-day samples. 

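The transcripts with the largest IP over input in long days included CG13890, CG33639, CG2865, CG13607 and Cyp18a1. CG13607, at chromosome 3R from 19939317 to 19955976, had 298 ± 178 FPKM in long-day IP and 34.7 ± 17.5 FPKM in long-day input (SD, n = 2 each), and 155 against 41.1 FPKM in the short-day pair. Cyp18a1, a cytochrome P450 that inactivates ecdysone, had an IP to input ratio of 3.26 and 15.4 in the long-day pairs and 3.42 in the short-day pair. CG33639 reached 4.31 and 34.2 in the long-day pairs and 6.94 in the short-day pair, and CG13890 reached 4.68 and 37.0 in the long-day pairs and 4.14 in the short-day pair. Arc1, a Gag-like protein that packs its own mRNA in neurons, had 86.1 ± 60.1 FPKM in long-day IP against 697 ± 27.8 FPKM in input (SD, n = 2 each), and 69.9 against 650.1 FPKM in short days. CG34291 had 2.08 ± 0.340 FPKM in long-day IP against 26.9 ± 7.08 FPKM in input (SD, n = 2 each), but 5.69 against 3.32 FPKM in short days.
The log2 fold change of long-day IP against input from limma was 3.02 for CG13607 (standard error 0.55, adjusted p = 0.400, and 0.0483 with the pairs as a block). It was 3.62 for CG13890 (standard error 0.91, limma adjusted p = 0.400, and 0.0483 with the block), -3.20 for Arc1 (standard error 0.51, limma adjusted p = 0.400, and 0.0124 with the block) and -3.16 for CG34291 (standard error 0.42, limma adjusted p = 0.378, and 0.0483 with the block). Of CG33639, CG2865 and Cyp18a1 none passed, and the largest of their limma log2 fold changes was 3.10 for CG33639 (standard error 0.63, adjusted p = 0.400).
Over all 8755 genes, limma called 0 genes higher and 1 lower in long-day IP at an adjusted p under 0.05 (991 genes at an unadjusted p under 0.05), and 5 higher and 4 lower with the pairs as a block. In short days it called 4 genes higher and 1 lower (242 at an unadjusted p under 0.05), and 4 higher and 8 lower with the block. The gene called lower in long days was Klp54D, a kinesin gene, with an entry listed at 97161 and 86520 FPKM in the long-day inputs, at 0 in both long-day IPs and in the short-day input, and at 73129 FPKM in the short-day IP. The same entry of Klp54D and entries of CG16791, BCL7-like and cv-c were called higher in short-day IP, and CG18749 lower, with cv-c named here after its values were seen. Each of these entries is listed at 0 in at least 3 of the 6 libraries. Without long-day input replicate 1 the long-day calls were 5, and without long-day input replicate 2 or long-day IP replicate 2 they were 2, all lower. The short-day calls numbered 10 without long-day input replicate 2 (6 higher and 4 lower), of which 5 are also called with all libraries, and 3 without long-day IP replicate 2.
A setting chosen after the data were seen kept only the 8433 genes above 0 in every library. It removes entries listed at exactly 0, but not those with values close to 0. Under it limma called 81 genes higher and 13 lower in long-day IP (236 and 37 with the pairs as a block), and 0 in short-day IP (257 at an unadjusted p under 0.05). CG13607, CG13890, CG33639, CG2865 and Cyp18a1 were among the 81, and Arc1 and CG34291 among the 13. Another of the 13 is CG9669, named after its values were seen, which is listed at 2.14e-38 and 7.97e-189 FPKM in the long-day IPs against 13.2 and 8.34 FPKM in the inputs. Its call rests on values that are 0 in effect. The long-day calls under this setting, 94 with all libraries, moved widely in number when a long-day library was left out. Each such fit leaves 1 library in that group. Without long-day IP replicate 2 more of the calls were lower than higher, so the split of directions is not stable. In the authors' deposited table, Cuffdiff gives 658 genes higher and 54 lower in long-day IP, and 77 higher and 4 lower in short-day IP, at q under 0.05.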

We found 643 genes whose transcripts were significantly enriched in long-day immunoprecipitates, and 68 genes that were enriched in short-day immunoprecipitates (q < 0.05, Table S6). 

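Transcripts of the septate junction, the cell contact that seals insect epithelia and the blood-brain barrier, rose in long-day IP as a list. Of 30 members measured, 28 had a positive long-day log2 fold change (median 0.87, camera adjusted p = 0.00126; adjusted p = 0.615 with an estimated correlation), while 0 passed limma over all genes and 0 when adjusted over the list alone. The pair medians were 0.39 in long-day pair 1 and 1.204 in long-day pair 2, which carries most of the long-day value. Against random lists matched on mean expression they lay at percentiles 99.8 and 100, and the short-day median at 91.4. Atpalpha, the alpha subunit of the sodium pump, had 849 ± 243 FPKM in long-day IP and 459 ± 49.1 FPKM in input (SD, n = 2 each). CG6038, the entry that holds crim of this list, had an IP to input ratio of 3.19 and 10.5 in the long-day pairs and 3.72 in the short-day pair. In the short-day pair 26 members lay above 0 (median 0.31, camera adjusted p = 0.553; adjusted p = 0.982 with an estimated correlation). With library medians set equal, 16 of the 30 lay above 0 there (median 0.03).
Transcription factors of neurons and the eye rose in long-day IP as well, with 42 of 44 members above 0 (median log2 fold change 0.84, camera adjusted p = 4.56e-06; adjusted p = 0.615 with an estimated correlation), and 0 of them passed limma over all genes or when adjusted over the list alone. The pair medians of this list were 0.30 in long-day pair 1, 1.68 in long-day pair 2 and 0.42 in the short-day pair. Long-day pair 2 carries the long-day value. Long-day pair 1 lies below the short-day pair, or at 0.17 against 0.14 when library medians are set equal. Against random lists matched on transcript length and mean expression they lay at percentiles 88.0, 100.0 and 96.8. Transcript length is not excluded as a source of this rise. fru, which directs sex-specific wiring of neurons, had an IP to input ratio of 1.74 and 7.18 in the long-day pairs and 1.55 in the short-day pair. hth, a homeodomain protein of the eye and antenna, had 1.56 and 5.05 in the long-day pairs and 1.83 in the short-day pair, and elav, an RNA-binding protein of neurons kept in this list, had 2.25 and 7.45 in the long-day pairs and 2.04 in the short-day pair. Their limma log2 fold changes ran from 1.47 (standard error 0.47) for hth to 1.97 (standard error 0.48) for elav, with an adjusted p of 0.401 and 0.400. The list's short-day median was 0.42 (camera adjusted p = 0.268; adjusted p = 0.982 with an estimated correlation).
Genes of phototransduction did not pass as a list, with 16 of 29 members above 0 in long-day IP and 24 in short-day IP (long-day median 0.22, camera adjusted p = 0.674; adjusted p = 0.920 with an estimated correlation). Against random lists matched on mean expression the medians of this list lay at percentiles 99.5, 96.1 and 92.97 in long-day pair 1, long-day pair 2 and the short-day pair. Its median in long-day pair 2 and in the short-day pair falls below 0 when the median of each library is set equal, to -0.24 and -0.06. ninaE, the major rhodopsin, had an IP to input ratio of 0.871 and 0.742 in the long-day pairs and 0.798 in the short-day pair. Arr2, an arrestin of photoreceptors, had 2432 ± 1107 FPKM in long-day IP and 2627 ± 85.2 FPKM in input (SD, n = 2 each), and its long-day log2 fold change of -0.19 turns to 0.41 under quantile normalization and to 0.29 without long-day IP replicate 2. All of these lists were written after Table S6 had been read, so the rise of a theme found there is not independent evidence.

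**Figure D1:**
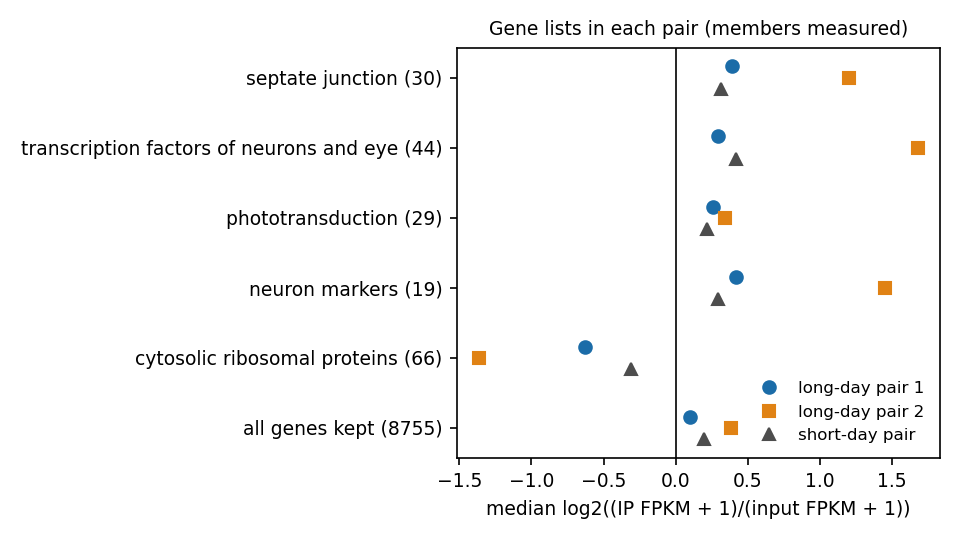
Median log2((IP FPKM + 1)/(input FPKM + 1)) over the members of 5 gene lists and over all 8755 genes kept, with the number of members measured in brackets. Circles are long-day pair 1, squares long-day pair 2 and triangles the short-day pair, each with 1 IP and 1 input library and without an error. The septate junction list lies at 0.39 in long-day pair 1, 1.204 in long-day pair 2 and 0.31 in the short-day pair, and cytosolic ribosomal proteins at -0.63, -1.36 and -0.31 in the 3 pairs. With library medians set equal, the phototransduction median turns to -0.24 in long-day pair 2 and to -0.06 in the short-day pair, and the all-gene medians turn to -0.03, -0.20 and -0.08. The septate junction median is then 0.03 in the short-day pair.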

Among the long-day genes there were 62 over-represented biological functions (FDR < 0.05; Figure S1), including “alternative splicing”, “regulation of transcription”, “zinc-finger”, “transmembrane activity”, “septate junction”, and “eye development”. In contrast, in the short-day gene list, “ether lipid metabolism” was the only marginally significant term (FDR = 0.058; Figure S1). 

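In short-day IP, genes of ether lipid and phospholipid metabolism had a median log2 fold change of 0.35, with 13 of 19 members above 0 (camera adjusted p = 0.553; adjusted p = 0.982 with an estimated correlation). In the same pair 5782 of all 8755 genes lay above 0. With library medians set equal, the list's short-day median was 0.07, with 10 of 19 members above 0. wun, a lipid phosphate phosphatase, had 57.8 FPKM in short-day IP against 23.2 FPKM in input, and 98.0 ± 70.1 against 28.5 ± 2.38 FPKM in long days (SD, n = 2 each). CG4729, an acyltransferase of phospholipid synthesis, had 206 against 249 FPKM in short days and ratios of 0.919 and 0.901 in the long-day pairs. Its long-day log2 fold change of -0.14 turns to 0.070 without long-day input replicate 2 and to 0.056 without long-day IP replicate 1. Cct1, the enzyme that makes CDP-choline, had ratios of 1.06 and 1.39 in the long-day pairs and 0.911 in the short-day pair, and its long-day log2 fold change of 0.28 turns to -0.075 when library medians are set equal. In long-day IP the median of the list was 0.27 (camera adjusted p = 0.551; adjusted p = 0.819 with an estimated correlation), and it falls to -0.15 in long-day pair 2 when library medians are set equal. By limma, 0 members passed in either photoperiod over all genes, and 0 when adjusted over the list alone. The difference of IP enrichment between long and short days was not past the threshold for this list (camera adjusted p = 0.840; adjusted p = 0.919 with an estimated correlation), where its median was 0.13 and camera placed it below other genes.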

A number of targeted genes were particularly interesting. 

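AGO1, which encodes the precipitated protein, had 142 ± 82.7 FPKM in long-day IP and 37.0 ± 10.1 FPKM in long-day input (SD, n = 2 each), and 82.2 against 43.1 FPKM in the short-day pair. EcR, the nuclear receptor of ecdysone, had 22.0 ± 13.4 against 4.68 ± 1.35 FPKM in long days (SD, n = 2 each) and 9.84 against 5.32 FPKM in short days. Clk, a bHLH activator of the circadian clock, had 16.8 ± 6.90 against 7.83 ± 1.01 FPKM in long days (SD, n = 2 each) and an IP to input ratio of 1.48 in short days. Pdp1, which activates Clk, and vri, which represses it, had ratios of 1.11 and 4.30, and of 1.23 and 5.58, in the long-day pairs, and of 1.25 and 1.70 in the short-day pair. Each of these 5 transcripts lay above 1 in all 3 pairs, and in each the ratio of long-day pair 2 was the largest.
AGO1 lies on chromosome 2R from 9834047 to 9845594, EcR on chromosome 2R from 1977924 to 2056681, Clk on chromosome 3L from 7757071 to 7768703, Pdp1 on chromosome 3L from 7807389 to 7860472 and vri on chromosome 2L from 5299647 to 5310996. The long-day log2 fold changes from limma were 1.81 for AGO1 (standard error 0.49, adjusted p = 0.400), 1.90 for EcR (standard error 0.53, adjusted p = 0.400), 0.96 for Clk (standard error 0.44, adjusted p = 0.449), 1.11 for Pdp1 (standard error 0.50, adjusted p = 0.447) and 1.26 for vri (standard error 0.53, adjusted p = 0.442). With only the genes above 0 in every library, chosen after the data were seen, AGO1 passed limma (adjusted p = 0.0498). In the authors' deposited table, AGO1 has a q of 0.000288 in long days and 0.241 in short days.
Among genes of ecdysone and juvenile hormone signalling, which rose in long-day IP as a list, 22 of 25 lay above 0 (median log2 fold change 0.71, camera adjusted p = 0.00438; adjusted p = 0.615 with an estimated correlation). The pair medians of this list were 0.27 in long-day pair 1, 1.41 in long-day pair 2 and 0.36 in the short-day pair, where the first and last turn to 0.14 and 0.08 when library medians are set equal. Long-day pair 2 carries the long-day value, and the list did not pass in short days (camera adjusted p = 0.741; adjusted p = 0.982 with an estimated correlation). The list was not matched on transcript length. DopEcR, a membrane receptor for dopamine and ecdysone, had ratios of 1.85 and 6.51 in the long-day pairs and 2.13 in the short-day pair. Eip74EF, an early ecdysone response gene, instead had 0.631 and 0.699 in the long-day pairs and 0.761 in the short-day pair. Genes of the circadian clock did not pass as a list, with 19 of 26 above 0 in long days (median 0.36, camera adjusted p = 0.364; adjusted p = 0.857 with an estimated correlation). The clock median turns to -0.03 in long-day pair 1 and -0.09 in the short-day pair when library medians are set equal. nmo, a kinase acting in the clock, had ratios of 1.82 and 6.15 in the long-day pairs and 2.20 in the short-day pair, and cry, the blue-light photoreceptor of clock neurons, had 1.03 and 0.681 in the long-day pairs and 1.37 in the short-day pair. The small RNA silencing machinery, which holds AGO1, did not pass either, with 20 of 26 above 0 (median 0.25, camera adjusted p = 0.551; adjusted p = 0.857 with an estimated correlation), and its median lies below 0 in each pair when library medians are set equal. mei-P26, a partner of AGO-1 in the germline, had ratios of 1.50 and 3.62 in the long-day pairs and 1.31 in the short-day pair, and pAbp, the poly(A)-binding protein, had 0.703 and 1.03 in the long-day pairs and 0.880 in the short-day pair. In these 3 lists, 0 members passed limma over all genes and 0 when adjusted over the list alone.

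**Figure D2:**
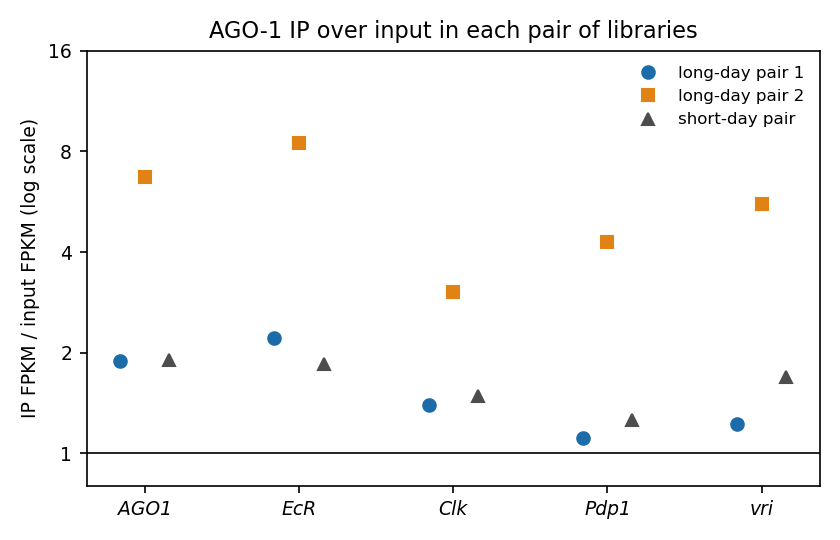
Ratio of IP FPKM to input FPKM, on a log axis, for AGO1, EcR, Clk, Pdp1 and vri in each of the 3 pairs of libraries. Circles are long-day pair 1, squares long-day pair 2 and triangles the short-day pair, and the horizontal line marks equal FPKM in IP and input. The squares lie between 3.04 for Clk and 8.45 for EcR, and the other symbols between 1.11 for Pdp1 and 2.22 for EcR. Each symbol is a single pair, so no error is drawn.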

The long-day list included genes such as *AGO1*, *ecdysone receptor* (*EcR*), and circadian clock genes, such as *clock* (*Clk*), *pdp1*, and *vri* (Table S6). 

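Among genes of insulin and TOR signalling, the nutrient pathway that controls growth and egg development, 22 of 26 had a positive log2 fold change in long-day IP. As a list they rose (median 0.62, camera adjusted p = 0.0410; adjusted p = 0.615 with an estimated correlation), while 0 passed limma over all genes and 0 when adjusted over the list alone. The pair medians were 0.30 and 0.86 in the long-day pairs, the larger in long-day pair 2, and the list was not matched on transcript length. InR, the insulin receptor, had 11.1 ± 7.10 FPKM in long-day IP and 2.65 ± 0.470 FPKM in input (SD, n = 2 each), a limma log2 fold change of 1.60 (standard error 0.53, adjusted p = 0.401). Ilp6, an insulin-like peptide made in the fat body, had 379 ± 279.9 against 171 ± 17.5 FPKM (SD, n = 2 each), a limma log2 fold change of 0.92 (standard error 0.54, adjusted p = 0.519), and 258 against 143 FPKM in the short-day pair. InR lies on chromosome 3R from 17398221 to 17445043 and Ilp6 on chromosome X from 2225526 to 2227719. Thor, a translation repressor downstream of TOR, had IP to input ratios of 1.87 and 5.02 in the long-day pairs and 1.71 in the short-day pair, and ImpL2, a secreted protein that binds insulin-like peptides, had 2.72 and 10.8 in the long-day pairs and 2.57 in the short-day pair. Ilp5, an insulin-like peptide of the insulin-producing cells, had 0.813 and 0.538 in the long-day pairs and 0.994 in the short-day pair. In short-day IP 21 of the 26 members lay above 0 (median 0.27, camera adjusted p = 0.624; adjusted p = 0.982 with an estimated correlation), and this median turns to -0.01 when library medians are set equal. With only the genes above 0 in every library, chosen after the data were seen, ImpL2 passed limma in long days (adjusted p = 0.0298).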

Genes of the insulin pathway were also enriched under long-day conditions (i.e., *InR* and *Ilp6*; Table S6). In addition, some predicted DEM targets were present in the long-day list (i.e., *comm2*, *Tsf2*, *Hs3st*-A, *sinu*, *CG43780*, Nrx-IV, *Pcl,* and *trbl*) and in the short-day list (*sinu*) (Table S6). 

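sinu, a claudin of the septate junction, had 22.3 ± 15.7 FPKM in long-day IP against 3.12 ± 1.39 FPKM in input (SD, n = 2 each), and 10.4 against 2.94 FPKM in short days. Tsf2, a transferrin that is also needed for septate junctions, had 50.4 ± 34.0 against 8.48 ± 2.05 FPKM in long days (SD, n = 2 each) and a ratio of 2.16 in short days. trbl, a pseudokinase that slows the cell cycle, had IP to input ratios of 2.31 and 7.15 in the long-day pairs and 1.18 in the short-day pair. Hs3st-A, a heparan sulfate sulfotransferase, had 2.01 and 7.33 in the long-day pairs and 2.01 in the short-day pair, and Pcl, a partner of the Polycomb repressor, 1.41 and 5.75 in the long-day pairs and 1.68 in the short-day pair. In 2 of the genes the short-day value ran the other way. comm2, a regulator of axon guidance, had 3.31 and 3.09 in the long-day pairs and 0.716 in the short-day pair, and Nrx-IV, a neurexin of septate junctions, had 1.72 and 2.30 in the long-day pairs and 0.820 in the short-day pair. By limma these log2 fold changes in long days were 2.36 for sinu (standard error 0.60, adjusted p = 0.400), 2.28 for Tsf2 (standard error 0.55, adjusted p = 0.400), 1.46 for comm2 (standard error 0.65, adjusted p = 0.445) and 0.91 for Nrx-IV (standard error 0.40, adjusted p = 0.444). Between 1.35 for Pcl and 1.80 for trbl, the remaining 3 had a limma adjusted p of 0.400 to 0.454. With only the genes above 0 in every library, chosen after the data were seen, sinu and Tsf2 passed limma in long days (adjusted p = 0.0430 and 0.0404). CG43780 matched no entry by name and was not analysed here.
The loci are chromosome 3L from 15690691 to 15692949 for comm2, chromosome 3L from 12523536 to 12526821 for Tsf2, chromosome 2R from 14605634 to 14642026 for Hs3st-A, chromosome 3L from 5552570 to 5554697 for sinu, chromosome 3L from 12139675 to 12150106 for Nrx-IV, chromosome 2R from 14022934 to 14026947 for Pcl and chromosome 3L from 20389388 to 20394708 for trbl.
As lists, the predicted targets in Table S4 of 4 miRNAs rose in long-day IP, counted as members with a positive log2 fold change. These were the targets of dme-mir-184, 15 of 16 (median 1.43, camera adjusted p = 4.64e-05; adjusted p = 0.615 with an estimated correlation), of dme-mir-34, 17 of 18 (median 1.15, camera adjusted p = 0.000615; adjusted p = 0.615 with an estimated correlation), of dme-mir-11, 12 of 14 (median 0.52, camera adjusted p = 0.0410; adjusted p = 0.615 with an estimated correlation), and of dme-mir-274, 12 of 13 (median 0.70, camera adjusted p = 0.0410; adjusted p = 0.615 with an estimated correlation). The other lists did not pass, with 12 of 17 (median 0.50, camera adjusted p = 0.189; adjusted p = 0.615 with an estimated correlation) for dme-mir-2b, 13 of 17 (median 0.48, camera adjusted p = 0.277; adjusted p = 0.857 with an estimated correlation) for dme-mir-285 and 10 of 15 (median 0.38, camera adjusted p = 0.882; adjusted p = 0.956 with an estimated correlation) for dme-mir-184*. When adjusted over the list alone, 8 targets of dme-mir-184 passed limma in long days and 0 of the other 6 lists, and over all genes 0 passed in any of them. CG10217, among the targets of dme-mir-184, had ratios of 2.24 and 3.83 in the long-day pairs and 2.04 in the short-day pair, and noc, a zinc finger protein among the targets of dme-mir-11, had 2.06 and 4.77 in the long-day pairs and 2.35 in the short-day pair. In long-day pair 1 the median was lower than in the short-day pair for the targets of dme-mir-184 (0.67, and 1.77 in long-day pair 2). So it was for those of dme-mir-34 (0.41 against 0.55, and 1.72 in long-day pair 2). With library medians set equal, this order turns, to 0.54 in long-day pair 1 against 0.46 in the short-day pair for dme-mir-184 and 0.28 against 0.27 for dme-mir-34. The dme-mir-184 list also rose in short days (median 0.74, camera adjusted p = 0.0382; adjusted p = 0.982 with an estimated correlation), a call that ends with a pseudocount of 0.1 (camera adjusted p = 0.0913). Under quantile normalization the long-day calls of the dme-mir-11 and dme-mir-274 lists end (camera adjusted p = 0.0920 for each). The short-day medians of the dme-mir-2b, dme-mir-11 and dme-mir-184* lists turn to -0.19, -0.09 and -0.16 when library medians are set equal. Only the dme-mir-184 list among these was matched on transcript length. Across genes, transcript length had a Spearman's rho of 0.360 with the log2 ratio of long-day pair 2. It was 0.195 for long-day pair 1 and 0.098 for the short-day pair, so length stays open as a source of these rises.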

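InR, which carries the insulin signal into the cell, had 6.01 FPKM in short-day IP and 1.65 FPKM in short-day input, a ratio of 3.63, and ratios of 2.04 and 6.97 in the long-day pairs. By limma its short-day log2 fold change was 1.40 (standard error 0.75, adjusted p = 1.00) and the difference between long and short days was 0.20 (standard error 0.92, limma adjusted p = 1.00). sinu, CG33639, CG13607, CG6038, wun and DnaJ-1, a co-chaperone of heat shock proteins, are in both lists of Table S6 too. DnaJ-1 had ratios of 2.09 and 6.27 in the long-day pairs and 2.30 in the short-day pair. Of the 51 genes in Table S7, 50 were measured here, and their median log2 IP to input ratio was 1.03 and 2.64 in the long-day pairs and 1.40 in the short-day pair. All 50 lay above 0 in every pair, and 28 were at least 2-fold in all 3. A list chosen by the study on these libraries is not independent evidence of its direction. As a list they rose in long days (camera adjusted p = 1.32e-23; adjusted p = 0.219 with an estimated correlation) and in short days (camera adjusted p = 1.49e-20; adjusted p = 0.340 with an estimated correlation). When adjusted over the list alone, 43 passed limma in long days and 0 in short days.
By limma, 0 genes were called higher in both photoperiods, with 0 and 4 called in each (991 and 242 at an unadjusted p under 0.05 in either direction). At least 2-fold higher IP in both long-day pairs and in the short-day pair held for 114 of 8755 genes, where 273 met the long-day and 744 the short-day part and 23.2 would meet both if these were independent. The 3 pairs share no library. By the calls of the authors' deposited table, 56 of the 8755 genes were higher in both photoperiods, where 658 and 76 were called in each and 5.71 would be called in both if these were independent.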

Interestingly, insulin-like receptor (*InR*) was one of the 51 enriched genes common to both the short- and long-day lists (Table S7). 

## 3. Discussion

This study aimed to test the role of miRNA in the photoperiodic response of *Drosophila*. We identified seven miRNAs that were differentially expressed between long and short photoperiods (i.e., dme-mir-2b, dme-mir-11, dme-mir-34, dme-mir-274, dme-mir-184, dme-mir-184*, dme-mir-285). The roles and functions of some of these miRNAs in *Drosophila* are not clear yet (such as *dme-mir-2b, dme-mir-274, dme-mir-285*). However, the biological processes affected by *dme-mir-11, dme-mir-34*, and *dme-mir-184* show an intriguing link to photoperiodism and diapause. *dme-mir-11*, for example, was implicated in regulating apoptosis during embryonic development [27] and in regulating pupal size during metamorphosis [28]. Interestingly, *dme-mir-34* plays an important role in early neuronal differentiation and ageing [29,30], as well as in ecdysone signaling [31]. *dme-mir-184* is involved in oogenesis, development, and ovary morphogenesis [32,33,34], while the daily expression of this miRNA shows circadian oscillation [35]. Overexpressing *dme-mir-2b, dme-mir-184,* and *dme-mir-274* using *Act*-Gal4, a driver inducing spatially and temporally broad expression, resulted in almost total lethality, suggesting central roles for these three miRNAs during embryogenesis/development. Remarkably, overexpression of these miRNAs in PDF-expressing cells resulted in a loss of photoperiodic response, albeit in different ways. Since the PDF-expressing neurons are known to be involved in the circadian clock, it is possible that the photoperiodic impairment was due to loss of circadian function, as these two processes might be linked [5]. This interpretation cannot be excluded, as circadian function was not analyzed in these flies. 

Our microarray experiments suggested that both *dme*-*mir-2b* and *dme-mir-274* are expressed at higher levels in long days than in short days. Consistent with this observation, overexpression resulted in a substantial reduction in diapause in short days, when there is normally a lower level of these miRNA (as compared with long days). *dme-mir184* is highly expressed in short days, with its overexpression resulting in a reduction in short-day diapause, accompanied by an increase in long-day diapause and a reversal of the normal photoperiodic response. These data suggest a possible causative role of these miRNAs in the photoperiodic response. 

Recently, dme-*mir-210* was implicated in mediating clock function and light perception, possibly affecting the arborization of the ventral lateral neurons (LNv, pdf+ cells) [5,36]. It was suggested [5] that light information reaches the IPCs via PDF-expressing cells. As such, it is possible that miRNA controlling expression in these cells are either integral part of the photoperiodic time measurement or have a cascade effect on it. Our miRNA microarray experiment suggests that there are more miRNAs overexpressed in long-day than in short-day flies (Figure 2). Consistently with this observation, the long-day AGO-1 immunoprecipitates contained almost 10 times more enriched genes than did the short-day immunoprecipitates (643 vs. 68; Table S6). 

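Within single pairs of libraries, 564 of 8755 genes had at least 2-fold higher IP than input in long-day pair 1, 2389 in long-day pair 2 and 744 in the short-day pair, and 308, 504 and 199 genes were at least 2-fold lower. The genes of the long-day list in Table S6, of which 635 were measured, had a median log2 IP to input ratio of 0.54 in long-day pair 1, 1.79 in long-day pair 2 and 0.56 in the short-day pair. With library medians set equal these were 0.41, 1.22 and 0.27, and under quantile normalization 0.44, 1.32 and 0.32. Long-day pair 1 then lies above the short-day pair. Of the list's genes, 296 (46.6%) had a higher ratio in long-day pair 1 than in the short-day pair, against 41.4% of all 8755 genes. In long-day pair 2, 621 of them (97.8%) had a higher ratio than in long-day pair 1, against 63.5% of all genes. At least 2-fold were 111 of them in long-day pair 1, 612 in long-day pair 2 and 106 in the short-day pair. fru, AGO1 and EcR of this list each had a ratio over 6 in long-day pair 2 and between 1.55 and 2.22 in the other pairs. The 67 genes measured of the short-day list had medians of 0.83, 2.42 and 1.40 (short-day camera adjusted p = 1.67e-27; adjusted p = 0.340 with an estimated correlation), and are also not independent evidence.
By the limma test of the difference of IP enrichment between long and short days, 1 gene was higher and 3 were lower in long days (156 at an unadjusted p under 0.05; 2 higher and 3 lower under quantile normalization). These were CG18749, Klp54D, CG16791 and BCL7-like, all listed at 0 in at least 3 libraries. Without long-day input replicate 1 there were 9 such genes, and with only the genes above 0 in every library, chosen after the data were seen, 0 (156 at an unadjusted p under 0.05). As a list, the long-day genes of Table S6 had a larger ratio in long than in short days (median difference 0.61, camera adjusted p = 1.83e-16; adjusted p = 0.945 with an estimated correlation), with 0 passing limma when adjusted over the list alone. The study chose this list on the same libraries, so it is not independent evidence. Of 30 other lists, transcription factors of neurons and eye, published targets of fly miRNAs and neuron markers were higher in this difference (camera adjusted p = 0.0122 for each; adjusted p = 0.919 with an estimated correlation), and cytosolic ribosomal proteins were lower (camera adjusted p = 3.24e-10; adjusted p = 0.919 with an estimated correlation), with 0 members passing limma when adjusted over each list alone. The difference of transcription factors and of published targets rests on long-day pair 2. Their pair medians are lower in long-day pair 1 than in the short-day pair (0.36 against 0.50 for published targets, and 1.48 in long-day pair 2). With library medians set equal, published targets lie at 0.23 in long-day pair 1 and 0.22 in the short-day pair.
Scaling moved these counts. The median gene had a log2 ratio of 0.10, 0.38 and 0.20 in long-day pair 1, long-day pair 2 and the short-day pair, and of -0.03, -0.20 and -0.08 when the median of each library was set equal. Genes at least 2-fold higher and lower then numbered 402 and 417, 1141 and 1664, and 414 and 398 in these pairs, and 421 and 404, 1282 and 1120, and 433 and 381 under quantile normalization. Across genes, which are not independent replicates, the log2 ratios of the long-day pairs had a Pearson correlation of 0.245 (Spearman 0.295), those of long-day pair 1 and the short-day pair 0.162 (Spearman 0.294) and those of long-day pair 2 and the short-day pair 0.182 (Spearman 0.337). From its microarray (Figure 2) the paper proposes that more miRNAs were overexpressed in long-day than in short-day flies, and it sets the larger number of genes enriched in long-day IP (Table S6) beside this as going the same way.

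**Figure D3:**
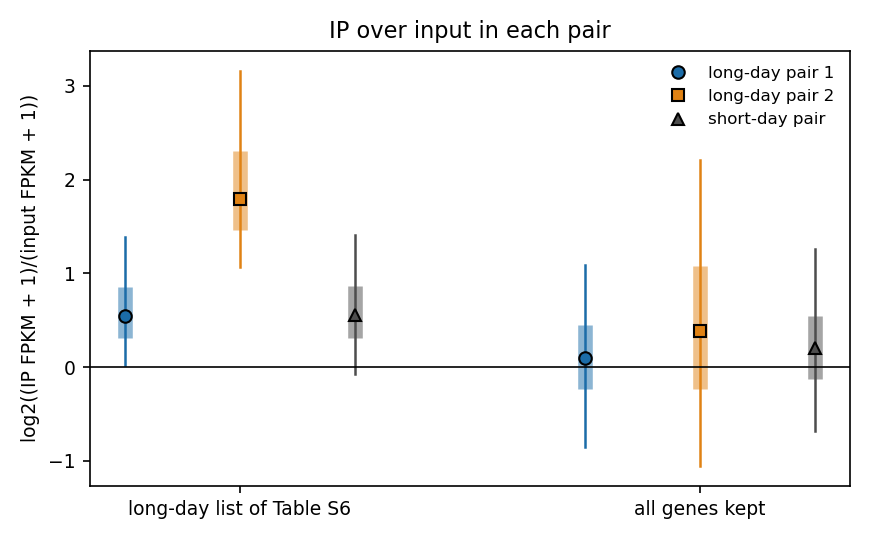
Log2((IP FPKM + 1)/(input FPKM + 1)) over the 635 measured genes of the long-day list in Table S6 and over all 8755 genes kept, in each of the 3 pairs. Symbols are medians (circle, long-day pair 1; square, long-day pair 2; triangle, short-day pair), boxes span the 25th to 75th percentiles of genes and lines the 5th to 95th, so that they show the spread across genes and not between libraries. The list medians lie at 0.54, 1.79 and 0.56, and the medians of all genes at 0.10, 0.38 and 0.20. With library medians set equal, the list medians are 0.41, 1.22 and 0.27, and those of all genes turn to -0.03, -0.20 and -0.08.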

Interestingly, “septate junction” and “membrane activity” functions were enriched both amongst the DEMs targets and in the long-day AGO-1 immunoprecipitated genes. 

In addition, we identified 143 genes differentially expressed between diapausing and non-diapausing females (Figure 1, Table S1). Lirakis et al. [37] suggested redefining diapause as a stress response to cold temperatures. They suggested that diapause-scoring methods, like the one applied here, may underestimate the true degree of diapause. In fact, they showed that oogenesis was blocked at either a previtellogenic or a very early vitellogenic stage when flies were exposed to dormancy-inducing conditions. This might be the reason underlying the relatively modest number of DEGs identified here, as compared with the photoperiodic experiment. Only a few biological functions were enriched in our diapause DEGs, with some genes being clearly related to diapause (e.g., *yp2-3*, *Egfr*; Table S1). In the photoperiodic experiment, the number of DEGs was substantially higher (517; Figure 1, Table S1). Over-represented functions in this list included “oxidoreduction”, “acyl-CoA metabolism”, and, in particular, “alternative splicing”. “Alternative splicing” and “splice variants” were also enriched functions among the long-day AGO-1 immunoprecipitates transcripts. Alternative splicing of circadian clock genes has been previously implicated in the response to seasonal changes, expressed by photoperiods or temperatures [38,39,40,41]. Our results expand these data, suggesting that alternative splicing may confer a plastic response to environmental changes in *Drosophila*.

Whether the circadian clock is required for photoperiodic timing in flies is not yet clear, although, recent evidence suggests a photoperiodic role for clock PDF-expressing neurons [5]. Our list of photoperiod DEGs included *vri* and *Shaggy* (*Sgg*) that may serve as a link between the photoperiod and circadian clocks [22,23,42,43,44,45].

Two clock genes (*Clk* and *vri*) were also among the miRNA targets (long-day) that we identified by the AGO-1 immunoprecipitation. In a screen for diapause genes in *D. montana*, *cpo* and the circadian clock genes *vri* and *per* were seen to be differentially expressed [46]. *per* and *cpo* were associated with the diapause initiation phase, while *vri* was associated with the diapause maintenance phase. In agreement with Salminen et al. [46], our photoperiodic DEGs included genes encoding the *myosin-heavy chain* (*Mhc*), *pyrroline 5-carboxylate reductase* (*P5cr2*), and *Hsp70s*. 

Interestingly, our photoperiodic DEGs also included a number of odorant-binding protein genes (i.e., *Obp56g*, *Obp99a*, *Obp99b*, *Obp83g*, and *Obp49a*). Similar genes have been previously associated with diapause in *D. montana* [47]. *Obp99b* is repressed by JH, which is produced by the *corpora allata* [24] and was found to be upregulated in diapause [6]. There is a growing recognition that *Obps* are involved in multiple processes, such as desiccation resistance, immune system development, and aggression [48]. Correspondingly, the expression pattern of *Obp* is diverse and not limited to the olfactory sensilla on the antenna. Natural polymorphism in *Obp99b* is associated with longevity [49], and increased lifespan was observed in odorant receptor mutant *Orb83b* [50]. Intriguingly, the increased longevity in *Orb83b* mutant is not due to insulin signaling, which is generally considered a major agent that interlink aging and diapause [50]. 

The network analysis presented here revealed additional pathways that are associated with both diapause and the photoperiodic response. A unique function that was enriched among diapause DEGs was “fat body development”. Indeed, the fat bodies are responsible for the production of yolk proteins (YP) that are fundamental components of the developing oocyte. During diapause, the production of *insulin-like peptides* (*ILPs*) is repressed, resulting in a repression of *JH* and *ecdison* expression, which in turn inhibits the synthesis of YP in the fat bodies [3]. Other pathways that were shared between the miRNA and photoperiodic networks fit very well with the expected diapause–hormonal axis. These pathways include “ecdysone receptor-mediated signaling”, “positive regulation of hormone secretion”, and “phospholipid biosynthetic process”. The pathway “rhodopsin mediated signaling” was shared by both the diapause and miRNA networks, and may constitute a possible link between light perception (compound eyes, ocelli) and the IPCs responsible for ILPs production. *EcR* and other genes of the insulin pathway (i.e., *InR*, *Ilp6*; Table S6) were indeed enriched in long-day flies in our AGO immunoprecipitation experiments. The photoperiodic network included unique biological processes, such as “rRNA methylation”, “histone phosphorylation”, “regulation of circadian sleep/wake”, and “gene silencing by miRNA” (Table S5). The other functions associated with this network underscore the significance of mechanisms that regulate transcription (e.g., alternative splicing histone modifications, miRNA-dependent silencing) to the photoperiodic response. Functions shared by the diapause and the photoperiodic networks (i.e., “tRNA methylation” and “regulation of translational initiation”) reinforce this notion. Interestingly, biological functions shared by both the photoperiodic and miRNA networks (i.e., “entrainment of circadian clock”, “regulation of circadian rhythm”, “response to heat”, and “visual behavior”) (Table S5) were also associated with the diapause response in *D. virillis* [46]. Intersecting all the networks produced two interaction hubs of genes (Figure 3), represented in a number of important functions, including “fatty acid biosynthetic process”, “positive regulation of hormone secretion”, “regulation of transcription”, “regulation of circadian sleep/wake cycle”, “positive regulation of apoptosis”, “ecdysone receptor-mediated signaling”, “determination of adult lifespan”, “nuclear mRNA splicing”, “olfactory behavior”, and “Notch signaling”. Finally, biological functions, such as “acid biosynthetic”, “acyl-CoA metabolism”, and “oxido-reduction”, that we identified here, were associated with diapause in previous studies in other *Drosophila* species [46,47]. 

## 4. Materials and Methods

### 4.1. Flies Maintenance and Samples Collection

Canton-S flies were maintained in 200 mL glass bottles containing fly food (4.6% sugar, 4.6% brewer’s yeast, 1.25% agar, 0.2% methyl 4-hydroxybenzoate) at 25 °C in a 12 h light–12 h dark cycle (LD 12:12). Flies were collected in a 6 h post-eclosion window and maintained at 12.5 ± 0.2 °C for long (LD 16:8) and short (LD 8:16) photoperiods (for temperature trace, see Figure S2), hereafter referred to as long-day photoperiod and short-day photoperiod, respectively. The flies were maintained in 2 × 10 cm plastic vials in 12.5 × 19 × 26 cm chambers illuminated by a white fluorescent tube (standard T5 F4W/33). Twelve days later, female heads were collected in dry ice 4–6 h after lights-on and stored at −80 °C in TRIzol reagent (Invitrogen). Each sample was tested for the level of diapause based on previously described stages of ovary development [51]. A fly was considered to be in reproductive arrest if its most advanced oocyte was previtellogenic (i.e., prior to stage 8). For overexpressing miRNA in *Pdf* neurons, we crossed UAS-miRNA flies (Bloomington stock number: 41128, 41172, 41174, 41166) with PDF-Gal4 flies (Bloomington stock number: 6900). As control experiments, both the UAS-miRNAs and PDF-Gal4 strains were crossed with flies presenting a *yellow-white* genetic background. The levels of diapause were recorded in these samples as described above.

### 4.2. MiRNA and Gene Expression Profiling

Total RNA was isolated using TRIzol reagent (Invitrogen). The miRNA fraction was isolated from each sample using the pureLink miRNA isolation kit (Invitrogen). Subsequently, the NCode multispecies miRNA microarray v2 (Invitrogen) was hybridized with fluorescently labeled miRNAs from flies experiencing both long and short days. The NCode multispecies miRNA microarray v2 alone was used as a positive control. The experiment was repeated 4 times. After hybridization, chip images were scanned using GenePix 4.1 software. Signal intensity was analyzed using the Limma package of R software [52]. Possible target genes for differentially expressed miRNAs were identified using Target scan [53] and Pictar [54]. DAVID software [55] was used to search for enriched biological functions amongst the identified targets. 

Network analysis was carried out using Cytoscape [25]. We reduced the initial complexity of the network by considering only the most significant interactions. With the Finley dataset, we included the interactions that were verified in a matrix screen, with verified IST and with reporter activity higher than 3 in a 0–8 scale. The Curagen dataset included a confidence score generated using a statistical model that determined attributes that correlate with the likelihood of being in the true or false positive training set. The threshold between high and low confidence interactions was set to 0.5, and only interactions of 0.8 or higher value were included. Interactions from the Hybrigenis dataset were only those that had verified IST and with ISTS RFCS equal or higher than 2 w. See DroID web page (http://www.droidb.org/DBdescription.jsp (accessed on 25 April 2022)). 

For gene expression profiling, RNA was extracted from female heads following 12 days at 12 ± 0.2 °C. In the photoperiodic experiment, females were maintained at LD (16:8) and SD (8:16) conditions. In the diapause experiment, the females were maintained at intermediate LD (14:10) that is expected to drive diapause in 50% of the females (i.e., critical daylength). the antisense copy RNA (cRNA) samples (4 replicates of each condition) were hybridized with GeneChip^®^ Drosophila Genome2.0Array, and data were analyzed using the Limma package in R/Bioconductor. 

### 4.3. AGO-1 Immunoprecipitation and RNA Sequencing

AGO-1 immunoprecipitation was carried out using a previously described protocol [56] with minor modifications. A measure of 200 μL of frozen fly heads where homogenized in 600 μL of lysis buffer (30 mM HEPES KOH pH 7.4, 100 mM KAcetate, 2 mM MgAcetate, 5 percent glycerol, 0.1 percent Triton X-100, 1 mM EGTA, 5 mM DTT, 0.4 U/ul RNAse OUT [Invitrogen], 25 mM EDTA). The lysate was incubated in ice for 10 min and centrifuged at 14,000× *g* rpm for 15 min at 4 °C. A measure of 100 μL of the supernatant was isolated as input while the rest (450 μL) was used for the immunoprecipitation. A measure of 15 μL of anti-AGO-1 antibody was added to the supernatant and incubated at 4 °C overnight with rotation. A measure of 100 μL of protein-G plus beads slurry (MERCK, IP04-1.5ML) was washed trice with 250 μL of lysis buffer and then added to the lysate and incubated at 4 °C for 4 h. The beads were recovered by a 2 min centrifugation at 8000× *g* rcf and washed 5 times in 500 μL lysis buffer at 4 °C with rotation. Finally, the RNA in the immunoprecipitation and input was isolated with TRIzol (Thermo-Fisher Scientific, Waltham, MA, USA) following manufacturer’s instructions. 

RNA-seq library preparation and sequencing were carried out by Glasgow Polyomics (www.polyomics.gla.ac.uk (accessed on 25 April 2022)) using the IlluminaNextseq500 platform. Two independent libraries (pair-end) for long-day and one for short-day (input and IP) flies were generated. Adapter sequences and poor-quality readings were trimmed from the RNA-seq data, and the quality of the resulting trimmed libraries was checked with fastQC (0.11.2) [57]. Between 14.1 and 16.8 Mbp of sequence per library with “per base quality score” > 30 phred and “mean per sequence quality score” > 33 phred were obtained. The sequences were aligned to the *D. melanogaster* transcriptome downloaded from the illumina igenome website. For the alignment we used the software STAR (version 2.5.2b). Samtools (version 1.3.2) [58] was used to convert sam to bam files to sort them and index them. To quantify the expression of transcripts (genes) of the aligned RNA, we initially used cufflinks (version 2.2.1), cuffmerge, and cuffquant [59]. The expression was expressed in fragments per kilobase of transcript per million fragments mapped (FPKM). Finally, to calculate enriched transcripts in IP (input vs. IP) and differences between samples (long vs. short day), we used cuffdiff, with a geometric method of normalization [60]. This process generated lists of enriched transcripts (FDR q < 0.05) in long and short days as well as a list of differentially enriched transcripts (long vs. short day). 

## Figures and Tables

**Figure 1:**
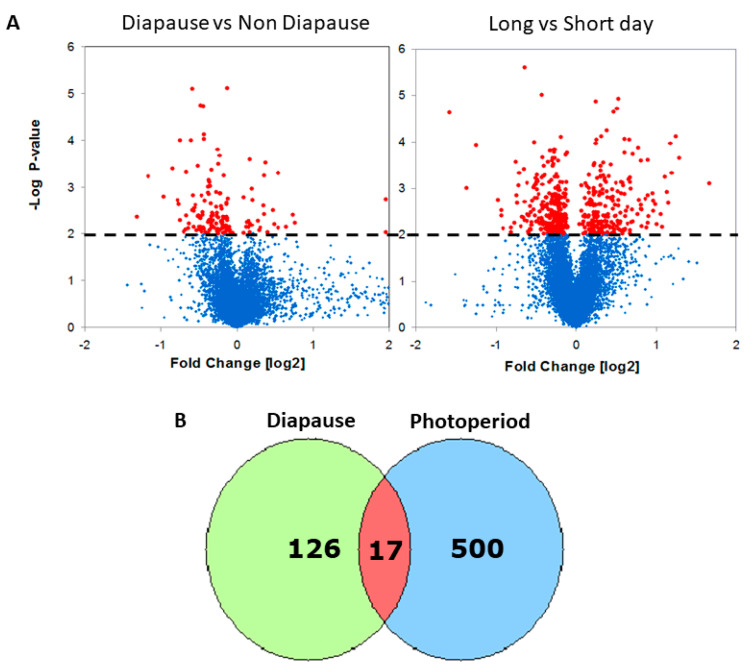
Transcriptional response to diapause and photoperiod in *Drosophila.* (**A**) Volcano plots depicting the statistical significance (y axis) vs. the fold change (x axis) of differential expression in female heads (red: *p* < 0.01; blue: NS). In the diapause experiment (**left**), positive fold changes represent upregulation in diapause. In the photoperiodic experiment (**right**), positive fold changes represent upregulation in long-day readings. (**B**) Overlapping Venn diagrams of photoperiodic and diapause DEGs.

**Figure 2:**
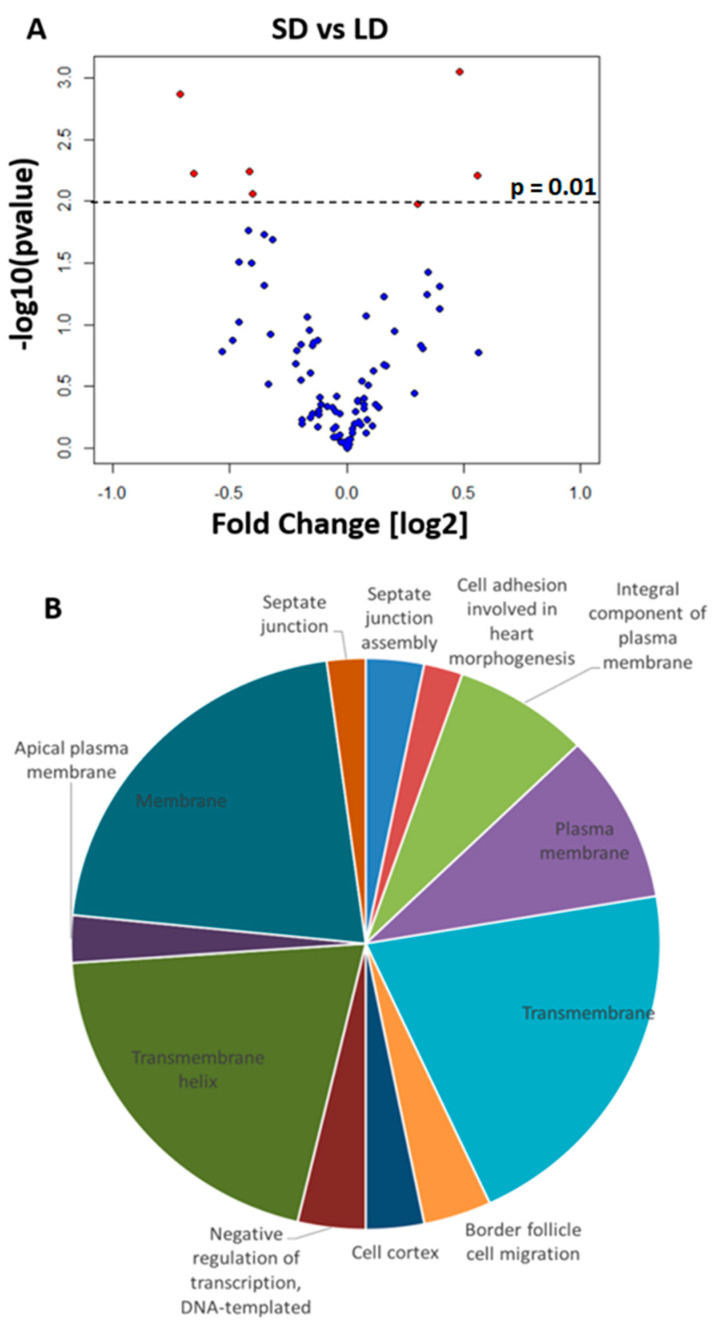
Differences in miRNA expression. (**A)** Volcano plot showing differentially expressed miRNA in female heads (*p* < 0.01, red; *dme*-mir184* p = 0.0104) exposed to long-day (LD) and short-day (SD) conditions. Positive fold changes indicate upregulation in short-day readings. (**B**) Pie chart showing enriched biological functions (DAVID, Benjamini *p* < 0.05) of the 20 most probable targets for each DEM. The size of the pie section is proportional to the number of genes for that biological function. SD: short day. LD: long day.

**Figure 3:**
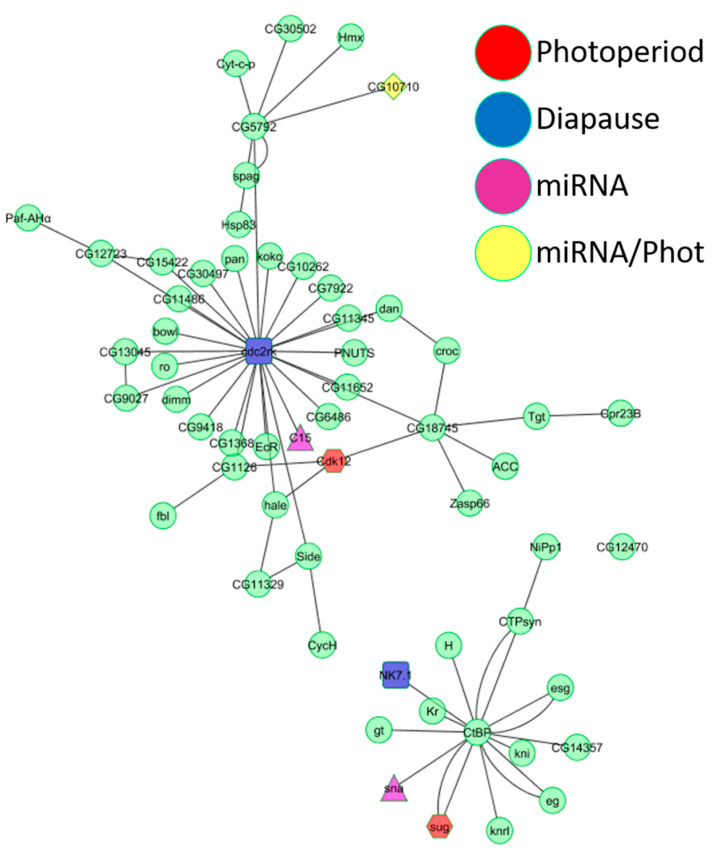
Intersection of yeast two-hybrid interaction networks. The intersection of the three yeast two-hybrid interaction networks (diapause, photoperiodic, and miRNA) resulted in two interaction pathways. The largest interaction pathway (**top**) has at its center at *cdc2-related-kinase*, a diapause DEG (Table S1). The second interaction pathway has at its center at the gene for the *C-terminal-binding protein*. Red nodes are photoperiodic DEGs, light blue nodes are diapause DEGs, purple nodes are DEMs targets, and yellow nodes are both DEMs targets and photoperiodic DEGs.

**Figure 4:**
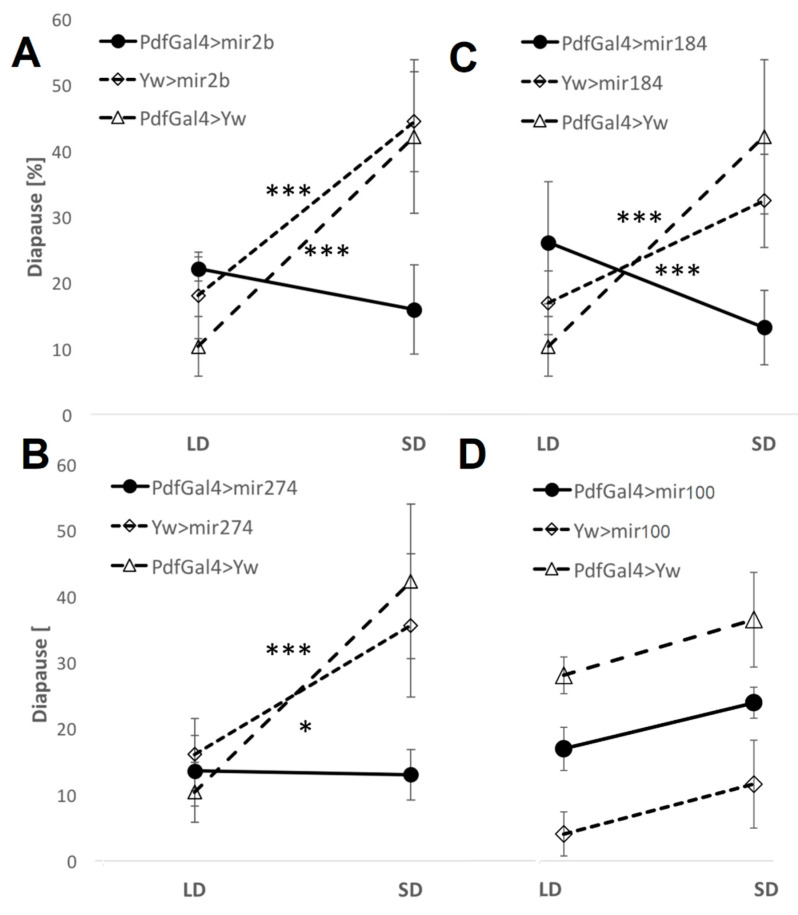
miRNA overexpression causes a loss of photoperiodic response. Average diapause [%] in flies overexpressing (**A**) *dme-mir-2b*, (**B**) *dme-mir-184*, (**C**) *dme-mir-274*, and *dme-mir-100* (**D**), in PDF-expressing cells. Error bars represent SEM. Significant Phot:Gen interactions [*p* < 0.001 (***), *p* < 0.05 (*)] indicate a different photoperiodic behavior between overexpressing lines and controls. *dme-mir-100* is not a photoperiodic miRNA, and the experiment serves as a negative control.

## Data Availability

Gene expression and RNA sequencing data can be accessed at Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/ (accessed on 25 April 2022)) accession number: GSE28588, GSE28370, GSE28246, and GSE189992.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23094935/s1.

# Supplementary material for: Photoperiod-Dependent Expression of MicroRNA in Drosophila
**Source:** Int J Mol Sci. 2022 Apr 29;23(9):4935. doi: 10.3390/ijms23094935
**Supplement:** Supplementary file 1

## Supplemental Information

### Photoperiod-dependent expression of MicroRNA in *Drosophila*

Mirko Pegoraro <sup>1</sup>, Bettina Fishman <sup>2</sup>, Valeria Zonato <sup>3</sup>, Georgios Zouganelis <sup>4</sup>, Amanda Francis <sup>1</sup>, Charalambos P. Kyriacou <sup>3</sup> and Eran Tauber <sup>2,\*</sup>

#### [Content](#)

**Table S1.** Diapause and Photoperiodic DEGs

**Table S2.** GO term analysis

**Table S3.** Diapause and Photoperiodic common DEGs

**Table S4.** Top 20 predicted targets of DEMs

**Table S5.** Networks-associated GO Biological functions

**Table S6.** AGO-1 Immunoprecipitation Enriched transcripts

**Table S7.** Long day and short day immunoprecipitation common enriched genes

**Figure S1.** Enriched biological functions among AGO-1 immunoprecipitation transcripts

**Figure. S2.** Temperature measurements in the light boxes

**Table S1 Diapause and Photoperiodic DEGs**

---

#### Photoperiod DEGs

---

**Table S2. GO term analysis.** Enriched GO terms (DAVID, Benjamini-Hochberg  $q < 0.2$ ) of the DEGs in the photoperiodic and diapause experiments.

**Table S3. Diapause and Photoperiodic common DEGs.**

**Table S4. Top 20 predicted targets of the differentially expressed miRNAs.**

**Table S5. Networks associated GO biological functions.** GO Biological functions represented (+) in the interaction groups for each of the 3 arrays experiments (Diapause, Photoperiodic and miRNA)

---

**Table S6 AGO-1 Immunoprecipitation Enriched transcripts**

#### Long day Enriched transcripts

#### Long day Enriched transcripts

Long day Enriched transcripts

#### Long day Enriched transcripts

---

**Table S7.** Long day and short day immunoprecipitation common enriched genes

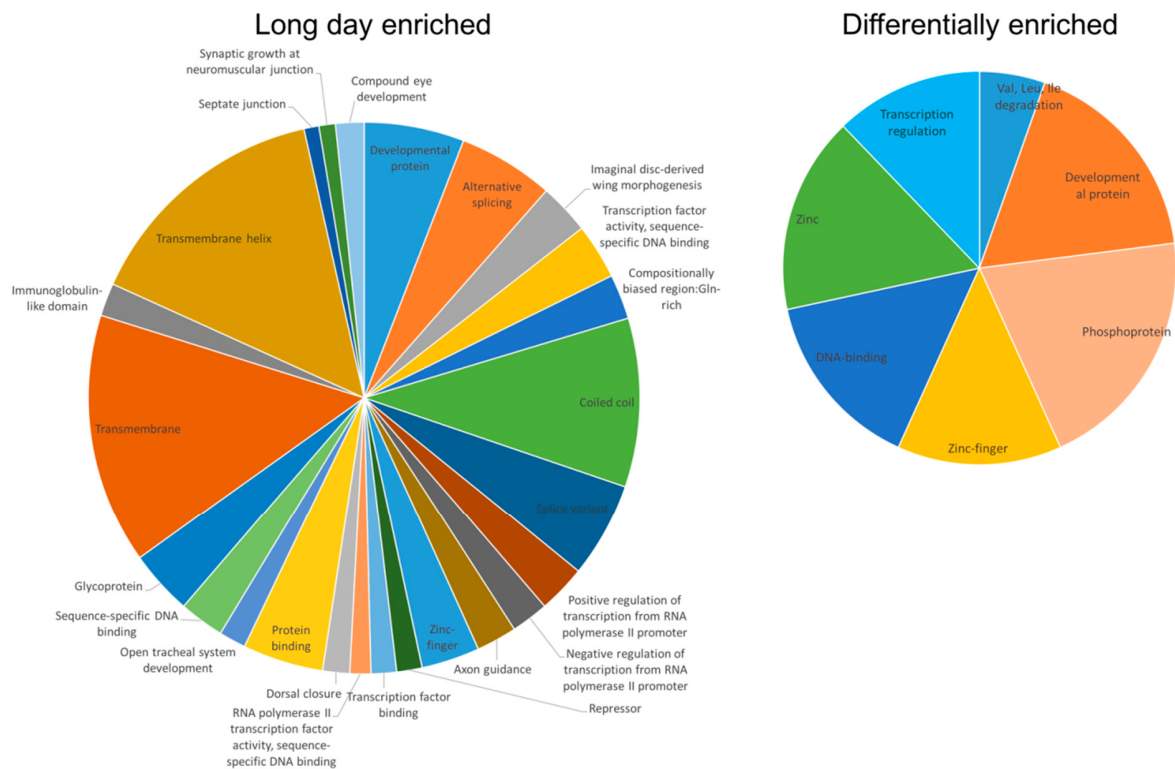

**Figure S1.** Enriched biological functions among AGO-1 immunoprecipitation transcripts. Pie chart representing the 25 most significant enriched biological functions (DAVID, Benjamini  $p < 0.01$ ) of the enriched gene transcripts in long day (left). Pie chart representing significant enriched functions (DAVID, Benjamini  $p < 0.05$ ) of the differentially enriched genes between long and short day (right). The size of the sections is proportional to the number of genes in the enriched biological function.

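Neuron markers, fixed as a list of genes active in neurons at large, rose in long-day IP, with 19 of 19 members above 0 (median log2 fold change 1.18, camera adjusted p = 0.000113; adjusted p = 0.615 with an estimated correlation). Rdl, a GABA receptor subunit, had 76.2 ± 42.4 FPKM in long-day IP and 16.5 ± 6.79 FPKM in input (SD, n = 2 each), and a ratio of 2.06 in short days. n-syb, the synaptobrevin of synapses, had ratios of 0.827 and 2.11 in the long-day pairs and 1.14 in the short-day pair, and its long-day log2 fold change of 0.40 turns to -0.064 without long-day IP replicate 2. Of this list 0 members passed limma over all genes, and 3 when adjusted over the list alone. Its median was 0.42 in long-day pair 1 and 1.45 in long-day pair 2. Among random lists matched on transcript length and mean expression it lay at percentiles 94.8 and 98.9 there and 65.0 in the short-day pair. Length of transcripts is not excluded as a source of the rise.
Enzymes of branched-chain amino acid degradation rose in long-day IP too, with 17 of 19 above 0 (median 0.86, camera adjusted p = 0.0103; adjusted p = 0.615 with an estimated correlation), and 0 passed limma over all genes or when adjusted over the list alone. The median of these enzymes was 0.37 in long-day pair 1 and 1.15 in long-day pair 2, which carries most of the long-day value. Against random lists matched on mean expression it lay at percentiles 99.84, 99.99 and 99.47 in long-day pair 1, long-day pair 2 and the short-day pair. The list thus stood high for its expression in every pair, but it was not matched on transcript length. CG15093, a hydroxyisobutyrate dehydrogenase, had 1720.0 ± 1432 FPKM in IP and 526 ± 117 FPKM in input in long days (SD, n = 2 each), and CG6543, an enoyl-CoA hydratase, had ratios of 1.21 and 3.59 in the long-day pairs and 1.62 in the short-day pair. In short days the medians of the neuron and amino acid lists were 0.29 and 0.39 (camera adjusted p = 0.576 and 0.624; adjusted p = 0.982 with an estimated correlation for both). With library medians set equal they were 0.01 and 0.11, with 10 of 19 neuron markers above 0. Genes of zinc transport did not pass, with 6 of 9 above 0 in long days (median 0.55, camera adjusted p = 0.757; adjusted p = 0.920 with an estimated correlation) and a short-day median of 0.02 that turns to -0.26 when library medians are set equal. MtnA, a metallothionein of this list, had 667 ± 20.3 FPKM in long-day IP against 1109.7 ± 26.1 FPKM in input (SD, n = 2 each).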

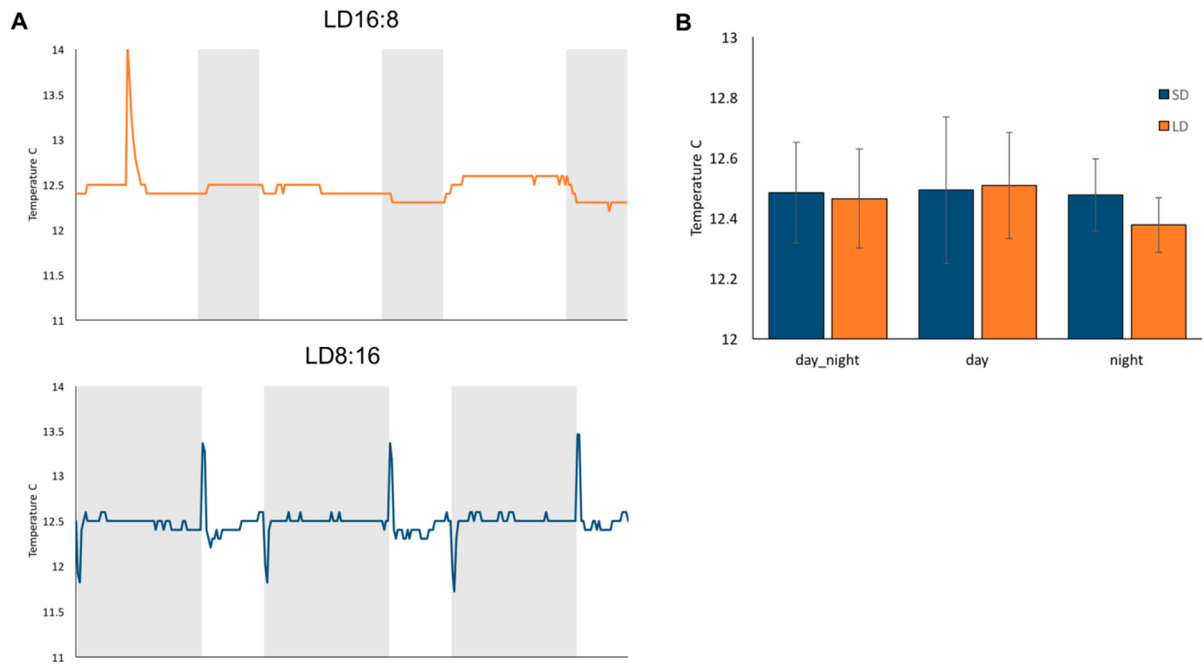

**Figure S2. Temperature measurements in the light boxes.** **A.** Three days temperature traces during the long 16:8 (top) or the short 8:16 (bottom) photoperiods. Grey shadows represent nights. **B.** Average temperature differences between long ( $12.46 \pm 0.16$  °C, average  $\pm$  SD) and short ( $12.48 \pm 0.17$  °C) day boxes. Difference in temperature is also compared for days only (long photoperiod  $12.51 \pm 0.18$  °C; short photoperiod  $12.49 \pm 0.24$  °C) and for nights only (long photoperiod  $12.38 \pm 0.09$  °C; short photoperiod  $12.48 \pm 0.12$  °C).

How the deposited data were processed for this re-analysis (not part of the article)

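Female fly heads from long days and short days were measured by RNA-seq after AGO-1 immunoprecipitation (IP), each IP with an input library of its homogenate. The 6 libraries are long-day input (2), long-day IP (2), short-day input (1) and short-day IP (1), as given by the sample labels. The table of values also holds 1 library column, named Neg, that no sample label matches. What it holds is not given in the sources used here, and it was not used.

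The submitters' processing notes and the paper name Trimmomatic 0.32, FastQC 0.11.2, STAR 2.5.2b, SAMtools 1.3.2, Cufflinks and Cuffdiff. The paper aligned reads to a fly transcriptome from the Illumina iGenomes site, and its genome build and release are not given in the sources used here. Compared with the BDGP6 annotation at hand, the commonest shift of gene starts was 0 on chromosome 2L but 6900 on 3L, 105967 on X, 4112495 on 2R and 4174278 on 3R, so coordinates are those of the authors' file, and lengths of transcripts and 3'UTRs were taken from BDGP6 by gene name. The authors deposited FPKM per library, normalized by Cuffdiff across libraries with its geometric method. The authors also deposited the ratio of IP to input FPKM per pair, used here only to check the pairing. A further deposited table of the authors holds Cuffdiff's log2 fold changes, p-values and q-values for each comparison. Its q-values equal a Benjamini-Hochberg adjustment over all 67331 tests of its 10 comparisons (largest difference 5.27e-07), so the authors' p-values were also adjusted here within each comparison over the genes kept. The Cuffdiff p-values go no lower than 5e-05, held by 225 genes for long-day and 5 for short-day IP against input. Adjusted over all tested genes of a comparison, the smallest Cuffdiff q was 0.0677 for short-day IP against input. It was 0.107 between the inputs and 0.0591 between the IPs. A count of 0 in these comparisons therefore also reflects the floor.

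The table has 14060 entries, of which 13255 carry 1 gene name, 643 merge several genes and 162 have no name. Of the single names, 12996 matched a current symbol. Kept for testing were the 8755 entries with a mean of at least 1 FPKM over the 6 libraries (568 merged and 146 unnamed). Kept genes listed at 0 numbered 111 and 171 in the long-day inputs, 114 and 91 in the long-day IPs, 142 in the short-day input and 81 in the short-day IP. Such a 0 can be a failed estimate, so no ratio of FPKM against it is given. Log2 values of the fit or of a pair that rest on a 0 get their size from the pseudocount, and the text names the 0 beside them. The values of FPKM hold no read total, and among genes under 1 FPKM the fullest bin of the ratio between libraries held 8 to 19 of 538 to 622 genes, so no whole reads could be recovered. The depth of a library is unknown from these values, and no counting interval is given. The paper states between 14.1 and 16.8 Mbp of sequence per library, which these values cannot check and which was not used.

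limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1) of all 6 libraries in 4 groups, with a mean-dependent prior and 2 residual degrees of freedom (1 with the pairs as a block, prior median 4.73), and p-values were adjusted by Benjamini-Hochberg over the genes kept, with a threshold of 0.05. The comparisons were long-day IP against input, short-day IP against input, their difference, long-day against short-day input and long-day against short-day IP. Short-day groups of 1 library were assumed to vary like the long-day ones. Within each of the 3 pairs, log2((IP FPKM + 1)/(input FPKM + 1)) was read without a test, with thresholds of 2-fold and 4-fold, and ratios of FPKM printed for named genes carry no pseudocount. The fit was tested on simulated data for long-day IP against input over 8755 genes with 50 genes changed at each size. It recovered 2% of the changes of 1 on the log2 scale, 84% of those of 2, 98% of those of 3 and 100% of those of 4, and called 13 unchanged genes. The simulated noise was normal with spreads that the fit had already drawn together, and only genes with a mean log2 value above 3 were changed. These shares are therefore not the recovery in the data, which can be lower. CG13890, CG13607, Arc1 and CG34291, with long-day changes of 3.62, 3.02, -3.20 and -3.16, did not pass limma without the block.

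IP and input of each number share a homogenate by the protocol, and the authors' ratio columns equal IP over input of the same number within a tolerance of 1e-06 (9778 of 9778, 9571 of 9572 and 9642 of 9642 genes), so the numbers pair the libraries. The deviations of input and IP within the long-day group had a correlation of -0.049 across genes. The fit used throughout has no block, as Cuffdiff compares groups without pairing.

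The lists, the tests and the alternatives were fixed before the data were examined, but after Table S6 had been read. The plan speaks of 24 lists by a miscount. There are 23 lists of pathways, complexes and cell types: circadian clock, insulin and TOR signalling, ecdysone and juvenile hormone signalling, septate junction, transcription factors of neurons and eye, phototransduction, branched-chain amino acid degradation, ether lipid and phospholipid metabolism, small RNA silencing machinery, published targets of fly miRNAs, heat shock proteins, cytosolic ribosomal proteins, odorant-binding proteins, mitochondrial electron transport, zinc transport, yolk proteins, neuron markers, glia markers, fat body markers, muscle markers, hemocyte markers, ovary and germline markers and gut markers. A further 7 are the predicted targets of 7 miRNAs in Table S4 (20 genes each). The lists of Tables S6 and S7, chosen by the study on these libraries, were tested apart. Lists were tested with camera (preset correlation 0.01, and estimated), adjusted over the 30 lists, and with fry. Lists were tested in 4 comparisons, and not in long-day against short-day IP. By fry, 0 lists had a directional p under 0.05 in these 4. Between the input libraries of long and short days 0 lists passed camera (smallest adjusted p = 0.956, and 0.993 with an estimated correlation). The median of a list in each pair was also placed among 10000 random lists of its size matched on mean expression in 20 bins, or on transcript or 3'UTR length and mean expression in 10 bins of each. camera sets a list against other genes, so a list can be placed below them while its median is above 0.

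Genes were named by a rule. It takes every gene the paper names for this experiment, the 10 largest positive and negative long-day fold changes and 5 of each for the short-day comparison and the difference (passing genes first, then by size, single-gene entries of at least 1 FPKM), and up to 4 members per list, the largest changes among those that pass or else the members of highest mean FPKM. Only part of these are printed, and the values of Table S6 itself were not used to choose them. CG43780 matched no entry and was not analysed here.

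The alternatives were a pseudocount of 0.1, no filter (11187 genes above 0 in any library), a mean of at least 5 FPKM (6269 genes), library medians set equal, quantile normalization, no trend in the prior, a 2-fold minimum beside the threshold, the pairs as a block, merged entries left out, each long-day library left out in turn, only the 4 long-day libraries, and the authors' p-values over the genes kept. Added after the data were seen was the restriction to the 8433 genes above 0 in every library, alone, with the block and with each long-day library left out. That restriction has no tolerance, so it keeps entries with values close to 0, such as CG9669. A fit with a long-day library left out holds a single library in that group. Its spread comes from the other long-day fraction alone, so its calls are no replicated test. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures. The microarray of miRNAs and the other experiments of the paper were not analysed here.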

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

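The differences between photoperiods in the opening paragraph come from a planned test, while the ranking of genes outside Table S6 by their smallest pair ratio was chosen after the result was seen.

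4 entries had an IP enrichment that differed between long and short days by limma. Klp54D had a difference of -32.64 on the log2 scale (adjusted p = 8.68e-07), with 97161 and 86520 FPKM in the long-day inputs, 0 in both long-day IPs and the short-day input, and 73129 FPKM in the short-day IP. CG16791 had a difference of -17.88 (limma adjusted p = 0.000216), with 241629 FPKM in the short-day IP and listed at 0 in the other 5 libraries. BCL7-like had a difference of -16.26 (limma adjusted p = 0.000291), with 78503 FPKM in the short-day IP and listed at 0 in the other 5. CG18749 had a difference of 9.72 (limma adjusted p = 0.00613), with 842 FPKM in the short-day input and listed at 0 in the other 5. Each difference rests on values listed at 0, so its size depends on the pseudocount, and Klp54D, CG16791 and BCL7-like each have another entry at the same locus with values above 0 in all 6 libraries (at most 4.07, 13.7 and 7.61 FPKM).

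Genes that the paper does not list in Table S6 were ranked by the smallest of the 3 pairs' log2 ratios of IP to input, which was 1.96 for CG13890, 1.77 for CG2611, 1.62 for Cyp18a1 and 1.61 for CG6199. CG2611 had 3.09 and 8.50 FPKM in the long-day inputs against 13.2 and 31.3 in the IPs, and 3.85 against 22.1 FPKM in short days. CG6199, a lysyl hydroxylase gene with a further entry at this locus, had 56.6 and 29.1 FPKM against 175 and 267 in long days, and 38.2 against 149 FPKM in short days. CG5928 has a value of 1.58 that is no measured ratio, since its input is listed at 0 in long-day pair 1 (1.98 FPKM in IP) and the pseudocount sets the size, so it has no place in this ranking. In all, 114 genes were at least 2-fold higher in each of the 3 pairs, where 13.1 would be if the pairs were independent, and 54 of these are single-gene entries outside Table S6.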

How the results depend on the processing

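The restriction to genes above 0 in every library, with its block and left-out libraries, was chosen after the data were seen, and the other settings were set beforehand.

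For long-day IP against input, limma called 1 gene, and the count stayed at 1 with a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, quantile normalization, no trend, a 2-fold minimum, merged entries left out and only the 4 long-day libraries. It was 2 with library medians set equal, 1 to 5 when a long-day library was left out and 553 with the authors' p-values over the genes kept. Among genes above 0 in every library it was 94, and 11 to 1700 when a long-day library was left out (11 without long-day input replicate 2, 32 without long-day input replicate 1, 158 without long-day IP replicate 2 and 1700 without long-day IP replicate 1). The short-day count of 5 was 3 with a pseudocount of 0.1, 200 with no filter, 0 with the authors' p-values, 0 among genes above 0 in every library and 3 to 10 when a long-day library was left out. The difference between photoperiods, 4 genes, was 152 with no filter, 0 among genes above 0 in every library and 3 to 9 when a library was left out. Long-day against short-day input, 6 genes, gave 1 with a pseudocount of 0.1, 70 with no filter, 3 under quantile normalization, 0 with the authors' p-values, 1 among genes above 0 in every library and 3 to 6 when a library was left out, with more genes higher than lower in each of those fits. Long-day against short-day IP, 5 genes, gave 3 with a pseudocount of 0.1, 183 with no filter, 0 with the authors' p-values and 2 among genes above 0 in every library. That restriction shows that entries listed at 0 move the counts. Beyond this, the cause was not tested.

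With the pairs as a block, the long-day count was 9, the short-day count 12 and the long-day count among genes above 0 in every library 273. The block also let Arc1 (adjusted p = 0.0124), CG13890, CG13607 and CG34291 (adjusted p = 0.0483 each) pass limma, ended the long-day call of fat body markers (camera adjusted p = 0.0643), and changed no other call of a named gene or list. For the difference between photoperiods the block gave 6 calls, 4 of them also called without it. Long-day and short-day libraries compared within 1 fraction have no pairs.

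Genes at least 2-fold higher in IP numbered 877 in long-day pair 1 with a pseudocount of 0.1, 321 with a mean of at least 5 FPKM and 56 at 4-fold, against 564. In long-day pair 2 they numbered 1141 with library medians set equal, 1282 under quantile normalization and 608 at 4-fold, against 2389. In the short-day pair they numbered 437 with a mean of at least 5 FPKM, 414 with library medians set equal, 433 under quantile normalization and 102 at 4-fold, against 744. The Pearson correlation of the long-day pairs was 0.161 with a pseudocount of 0.1, 0.301 with a mean of at least 5 FPKM and 0.320 among genes above 0 in every library, and those of long-day pairs 1 and 2 with the short-day pair were 0.290 and 0.347 in the last setting. Genes higher in both photoperiods were 114 at 2-fold in all pairs and 56 by the calls of the authors' deposited table, against 0. Short-day lists past the threshold were 1 with a pseudocount of 0.1 and 1 under quantile normalization, against 2, and lists for the difference were 9 under quantile normalization, against 4. With an estimated correlation 0 lists passed in any of these settings (smallest adjusted p between 0.919 and 0.999). The cause was not tested.

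Directions turned in a few results. None of the genes among them passed limma. Under quantile normalization the long-day log2 fold change was 0.41 for Arr2, 0.062 for ATPsyn-gamma and 0.33 for Yp1, and with library medians set equal it was -0.075 for Cct1. When a long-day library was left out it ran from -0.67 (without long-day IP replicate 1) to 0.29 (without long-day IP replicate 2) for Arr2, from -0.34 (without long-day input replicate 1) to 0.070 (without long-day input replicate 2) for CG4729, which was 0.056 without long-day IP replicate 1, and from -0.064 (without long-day IP replicate 2) to 0.87 (without long-day IP replicate 1) for n-syb. Under quantile normalization the fat body list turned higher in long days (camera adjusted p = 0.862; adjusted p = 0.918 with an estimated correlation), and the yolk protein list turned higher in the difference between photoperiods (camera adjusted p = 0.0440; adjusted p = 0.962 with an estimated correlation). Lists that did not pass before or after also turned. Under quantile normalization these were yolk proteins and odorant-binding proteins (to higher) and hemocyte markers and targets of dme-mir-184* (to lower) in long days, mitochondrial electron transport (to higher) and targets of dme-mir-285 (to lower) in short days, and fat body markers (to higher) and ovary and germline markers (to lower) in the difference. Hemocyte markers also turned lower in long days with library medians set equal and with the block, and circadian clock genes turned lower in short days with library medians set equal. With a pseudocount of 0.1, circadian clock genes, heat shock proteins and odorant-binding proteins turned lower in short days, and gut markers turned higher in the difference. The cause was not tested. The paper states a depth only as a range of sequence over the libraries, and FPKM give no number of reads per gene, so whether a gene listed at 0 lay below detection was not judged. With 2 residual degrees of freedom the simulated long-day comparison recovered 2% of changes of 1 on the log2 scale, 84% of changes of 2 and 98% of changes of 3. Its noise was normal with spreads that the fit had already drawn together, so these shares are not the recovery in the data, which can be lower.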

Differences from the paper's values

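The restriction to genes above 0 in every library was chosen after the data were seen, and the other settings named here were set before the data were examined.

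The paper reports 643 genes enriched in long-day IP at q under 0.05, and limma called 0 at an adjusted p under 0.05. The authors' p-values, adjusted over the genes kept, gave 522 genes, within 1.5 times of the paper's value, and include 495 of the 635 measured genes of the paper's long-day list. No other alternative set before the data were examined came within that range, with 0 to 5 genes. The restriction to genes above 0 in every library, chosen after seeing the values, gave 81 genes and drops 588 of the paper's 635, and with the pairs as a block it gave 236 and drops 514. CG13607, whose values are the same in both fits, passed under the restriction (limma adjusted p = 0.00545) but not with all 8755 genes. The 0 therefore also reflects the entries listed at 0 in the fit, and is no measure of absent enrichment. Fits of this restriction with a long-day library left out are not set beside the paper's value, since their spread comes from the other long-day fraction alone.

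The paper reports 68 genes enriched in short-day IP, and limma called 4. No alternative set before the data were examined came within 1.5 times of the paper's value, with 140 under no filter, 0 from the authors' p-values over the genes kept, and 3 to 6 under the others. The 0 also reflects the floor of 5e-05 of the Cuffdiff p-values, at which 5 genes lay in this comparison. In the authors' deposited table, 77 genes are higher at its q under 0.05, an adjustment over all 67331 tests of 10 comparisons.

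The paper reports 51 genes enriched in both photoperiods, and limma called 0. By the calls of the authors' deposited table over the genes kept the value was 56, within 1.5 times of the paper's, and at 2-fold in both long-day pairs and the short-day pair it was 114, which is not.

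The paper lists AGO1, EcR, Clk, Pdp1, vri, InR, Ilp6, comm2, Tsf2, Hs3st-A, sinu, Nrx-IV, Pcl and trbl as enriched in long days, and InR and sinu in short days. 0 of these 14 genes passed limma in either photoperiod, although all 14 had more FPKM in IP than in input in both long-day pairs, and InR and sinu also in the short-day pair. All 14 pass in long days by the authors' p-values over the genes kept, and 0 in short days, where the floor of the Cuffdiff p-values limits the calls. Of the settings chosen after seeing the values, the restriction to genes above 0 in every library called AGO1, Tsf2 and sinu, and with the pairs as a block AGO1, EcR, Tsf2, Hs3st-A, sinu and trbl. With a long-day library left out, the genes called among the 14 changed from fit to fit. Such a fit holds a single library in that group and takes its spread from the other long-day fraction alone, so it is no replicated test. The paper describes almost 10 times more enriched genes in long-day than in short-day IP, and at 2-fold in single pairs the short-day pair had 744 genes against 564 in long-day pair 1 and 2389 in long-day pair 2.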

Other observations

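The tests of long-day pair 2 alone, of photoperiod and of the slope of list medians and the reading of length for lists other than published targets and ribosomal proteins were chosen after the result was seen, as was the restriction to genes above 0 in every library.

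Transcripts of cytosolic ribosomal proteins mostly lay lower in AGO-1 IP than in input in both photoperiods. As a list they passed only at the preset correlation of 0.01, while the estimated correlation was 0.915. In long days 0 of 66 lay above 0 (mean log2 fold change -0.99, camera adjusted p = 3.3e-37; adjusted p = 0.615 with an estimated correlation), and 24 were lower when adjusted over the list alone. In short days 10 lay above 0 (median -0.31, camera adjusted p = 8.23e-09; adjusted p = 0.982 with an estimated correlation), a call that ends under quantile normalization (camera adjusted p = 0.0684). RpL18 had 3651 ± 313 FPKM in long-day IP and 8409.7 ± 603 FPKM in input (SD, n = 2 each), and 4537 against 8227 FPKM in short days. RpS26 had IP to input ratios of 0.381 and 0.360 in the long-day pairs and 0.511 in the short-day pair and RpL37a of 0.364 and 0.269 in the long-day pairs and 0.489 in the short-day pair, and among genes above 0 in every library both passed limma in long days (adjusted p = 0.0411 and 0.0248). Mitochondrial electron transport was lower in long days (1 of 15 above 0, median -0.30, camera adjusted p = 0.000176; adjusted p = 0.615 with an estimated correlation), which ends under quantile normalization (camera adjusted p = 0.696), where its median in long-day pair 1 turns to 0.09. Its pair medians were -0.12 in long-day pair 1, -0.54 in long-day pair 2 and 0.01 in the short-day pair, which turns to -0.28 when library medians are set equal, so that long-day pair 2 carries most of the long-day value. Against random lists matched on mean expression, these medians lay at percentiles 59.2, 47.2 and 74.5. The list was thus not low for genes of its expression. ATPsyn-gamma, a subunit of ATP synthase, had ratios of 0.869 and 0.538 in the long-day pairs and 0.939 in the short-day pair, and its long-day log2 fold change turns to 0.062 under quantile normalization. Muscle markers were lower in long days (5 of 16 above 0, median -0.25, camera adjusted p = 0.0314; adjusted p = 0.615 with an estimated correlation; 0.0930 by camera under quantile normalization), and Mlc1, a myosin light chain, had ratios of 0.687 and 0.542 in the long-day pairs and 0.735 in the short-day pair. The muscle list was about as low in the short-day pair (median -0.24, 5 of 16 above 0). Against random lists matched on mean expression its medians lay at percentiles 0.15, 18.7 and 0.11 in long-day pair 1, long-day pair 2 and the short-day pair. Fat body markers were lower in long days (7 of 18 above 0, median -0.10, camera adjusted p = 0.0428; adjusted p = 0.615 with an estimated correlation), but not with the pairs as a block (camera adjusted p = 0.0643), with library medians set equal (camera adjusted p = 0.0593) or under quantile normalization, where they turn higher (camera adjusted p = 0.862), and their median was 0.14 in long-day pair 1 and -0.47 in long-day pair 2. Yp1, a yolk protein that the fat body also makes, had ratios of 1.10 and 0.502 in the long-day pairs and 0.963 in the short-day pair, with a long-day log2 fold change that turns to 0.33 under quantile normalization. In these 4 lists 0 members passed limma over all genes, and 0 of the last 3 when adjusted over the list alone.

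Published targets of fly miRNAs rose in long days, with 31 of 33 above 0 (median 0.91, camera adjusted p = 2.51e-05; adjusted p = 0.615 with an estimated correlation) and 0 passing limma over all genes or when adjusted over the list alone. sug, a zinc finger protein of sugar metabolism, had 449.6 ± 277 FPKM in long-day IP and 134 ± 32.5 FPKM in input (SD, n = 2 each), and tutl, a cell adhesion protein of neurons, had ratios of 1.16 and 4.10 in the long-day pairs and 0.950 in the short-day pair. In short days their median was 0.50 (camera adjusted p = 0.523; adjusted p = 0.982 with an estimated correlation). Lists that did not pass in long days were heat shock proteins (median 0.28, camera adjusted p = 0.575, with 3 members higher when adjusted over the list alone, and with pair medians of -0.04, -0.13 and -0.23 when library medians are set equal), glia markers (median 0.22, 0.636), hemocyte markers (median 0.16, 0.945), ovary and germline markers (median 0.51, 0.567), gut markers (median 0.00, mean -0.14, 0.190), yolk proteins (median -0.34, 0.108) and odorant-binding proteins (median 0.04, mean 0.08, 0.190, placed by camera below other genes). With an estimated correlation their adjusted p was between 0.615 and 0.956. In the input libraries, limma called 1 gene higher and 5 lower in long than in short days (277 at an unadjusted p under 0.05), 3 and 5 with library medians set equal and 1 and 2 under quantile normalization. The split turns when a library is left out, to 5 higher and 1 lower without long-day input replicate 1. It was 2 higher and 1 lower without long-day input replicate 2, without long-day IP replicate 1 and without long-day IP replicate 2, so no direction is read from these calls. In the IP libraries it called 0 higher and 5 lower (235 at an unadjusted p under 0.05), 1 and 5 under quantile normalization, and 3 without long-day IP replicate 1. All of the called genes are listed at 0 in every library of the fraction in long or in short days. In the authors' deposited table, 20 genes are higher and 38 lower in short-day than in long-day input, and 12 higher and 107 lower in short-day than in long-day IP, while their p-values adjusted within each comparison over the genes kept call 0 (189 and 417 genes at an unadjusted p under 0.05). The floor of 5e-05 of the Cuffdiff p-values, held by 3 and 6 genes here, limits these calls.

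More genes were enriched in long-day than in short-day IP in the paper. The paper's counts are calls from 2 libraries of each fraction in long days and 1 in short days. How far these unequal numbers set the counts was not tested. At 2-fold, long-day pair 1 had 0.758 times as many enriched genes as the short-day pair, and long-day pair 2 had 3.21 times as many. A candidate explanation for an excess at 2-fold is therefore that long-day pair 2 alone gives it. The counts cannot tell its IP from its input. The median FPKM of kept genes was 13.5 in its IP and 8.72 in its input, against 11.4 and 10.4 in long-day pair 1. Photoperiod cannot be told apart from the spread between pairs with 1 short-day pair. For each gene of the long-day list of Table S6, log2 IP to input was taken relative to the median gene of its pair. The median over genes of long-day pair 1 minus the short-day pair was 0.075, while the 2 long-day pairs differed by 1.05. The study chose this list on the same libraries, so the value is not independent evidence.

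Published targets of fly miRNAs lay high and ribosomal protein transcripts low in IP. Against 10000 random lists matched on transcript length and mean expression, the middle of the 3 pairs' percentiles of the published targets' median was 99.06. It was 99.05 when matched on 3'UTR length, although long-day pair 1 alone lay at 96.2 and 96.7. Matched on transcript length, the random medians were 0.19, 0.82 and 0.27 in long-day pair 1, long-day pair 2 and the short-day pair. The targets with a known length had 0.37, 1.56 and 0.50. For ribosomal proteins the percentile was 0 in each pair when matched on transcript length, with random medians of -0.14, -0.47 and 0.01 against -0.62, -1.36 and -0.30. Genes matched on length thus moved less than either list. Members of the 2 lists move together (estimated correlation 0.625 and 0.915), unlike genes drawn at random. The percentiles can therefore be too extreme, and they do not exclude length. Transcription factors of neurons and eye and neuron markers, matched on transcript length, lay inside the middle 95% of random lists in 2 of the 3 pairs. Septate junction transcripts (99.6, 99.7 and 83.1) lay above it in 2 of the pairs and targets of dme-mir-184 (99.96, 99.99 and 100) in all 3. Length stays open for all of these lists, and the remaining lists were not matched on it. Binding by AGO-1 stays open, since no control IP was used here, and the column named Neg that no sample label matches was left out.

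The pair of long-day IP replicate 2 stands apart. Its list medians followed the mean of the other pairs' over 30 lists with a slope of 2.82 and a Spearman's rho of 0.826, as a wider range of the enrichment seen in the other pairs would give. Across genes, which are not independent, its log2 ratio minus the mean of the others had a Spearman's rho of 0.311 with transcript length, against 0.0961 for long-day pair 1 minus the short-day pair. A bias of that pair, in its IP or its input, towards long transcripts may thus add to the difference. Both stay open, and no biological explanation was tested for a difference between replicates.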
